# CD4 derived double negative T cells prevent the development and progression of nonalcoholic steatohepatitis

**DOI:** 10.1038/s41467-021-20941-x

**Published:** 2021-01-28

**Authors:** Guangyong Sun, Xinyan Zhao, Mingyang Li, Chunpan Zhang, Hua Jin, Changying Li, Liwei Liu, Yaning Wang, Wen Shi, Dan Tian, Hufeng Xu, Yue Tian, Yongle Wu, Kai Liu, Zhongtao Zhang, Dong Zhang

**Keywords:** Immunosuppression, Non-alcoholic steatohepatitis

## Abstract

Hepatic inflammation is the driving force for the development and progression of NASH. Treatment targeting inflammation is believed to be beneficial. In this study, adoptive transfer of CD4^+^ T cells converted double negative T cells (cDNT) protects mice from diet-induced liver fat accumulation, lobular inflammation and focal necrosis. cDNT selectively suppress liver-infiltrating Th17 cells and proinflammatory M1 macrophages. IL-10 secreted by M2 macrophages decreases the survival and function of cDNT to protect M2 macrophages from cDNT-mediated lysis. NKG2A, a cell inhibitory molecule, contributes to IL-10 induced apoptosis and dampened suppressive function of cDNT. In conclusion, ex vivo-generated cDNT exert potent protection in diet induced obesity, type 2 diabetes and NASH. The improvement of outcome is due to the inhibition on liver inflammatory cells. This study supports the concept and the feasibility of potentially utilizing this autologous immune cell-based therapy for the treatment of NASH.

## Abstract (web summary)

Hepatic inflammation contributes to the development of nonalcoholic steatohepatitis (NASH). Here, the authors show that a transfer of ex vivo generated CD4 derived double negative T cells can prevent the development and progression of NASH by suppression of inflammatory Th17 cells and M1 macrophages in mouse models.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is one of the most important causes of liver disease worldwide^1^. Nonalcoholic steatohepatitis (NASH) is the progressive form of NAFLD, can potentially progress to liver cirrhosis and hepatocellular carcinoma, and is associated with an increased risk of morbidity and mortality related to the liver and cardiovascular system^2,3^. Although a wealth of information on the pathogenesis of NASH has accumulated during the past 10 years, no approved therapy for NASH is available^4^.

Hepatic inflammation plays a key role in the progression from hepatic steatosis to NASH, and the infiltration of different subsets of inflammatory cells is the hallmark of NASH^5^. Both innate and adaptive immune cells are involved in the pathogenesis of NASH^6–8^. Inhibition of CCR2^+^ monocytes efficiently ameliorates insulin resistance, hepatic inflammation, and fibrosis in diet-induced mouse models^9^. Oral administration of anti-CD3 mAbs has the potential to suppress the inflammatory process in NASH and T2D by promoting the secretion of anti-inflammatory cytokines by Tregs^10^. These studies provide evidence that inhibiting inflammation could alleviate liver damage, and prevent the development and progression of NASH.

Double-negative T cells (DNT), which are characterized as TCRαβ^+^CD3^+^CD4^−^CD8^−^NK1.1^−^ in mice and TCRαβ^+^CD3^+^CD4^−^CD8^−^CD56^−^ in humans, comprise only 1–3% of peripheral T lymphocytes in mice and humans^11,12^. An increasing number of studies have proven that this rare T cell population plays critical and diverse roles in the immune system. Some reports showed that DNT were involved in systemic inflammation and tissue damage under autoimmune or inflammatory conditions^13–16^. However, studies also suggested that DNT were essential for maintaining immune system homeostasis with antigen specificity^17,18^. Young NOD mice that display a high proportion of splenic DNT are potentially resistant to diabetes^19^. Graft-versus-host disease does not develop in individuals with >1% DNT^20^. We have identified a differentiation pathway from CD4^+^ T cells to DNT in vitro and in vivo^21,22^. Ex vivo-generated CD4^+^ T cell-converted DNT (cDNT) could prevent or reverse the onset of type 1 diabetes, allergic asthma, and induce allograft tolerance^21,23–25^.

In this study, we demonstrated that the adoptive transfer of cDNT ameliorated diet-induced NASH development. We also provide evidence that cDNT exert immunoregulatory activity primarily by suppressing proinflammatory M1 macrophages, not regulatory M2 macrophages, in NASH. The discrepant inhibition of M1/M2 macrophages by cDNT is mainly regulated by exogenous IL-10 and NKG2A expression by cDNT.

## Results

### A single transfer of cDNT prevented diet-induced obesity, insulin resistance, and NASH development

To investigate the therapeutic effect of cDNT in NASH, we transferred cDNT to mice with diet-induced NASH (Fig. 1a). Compared with control mice, high-fat diet (HFD)-fed mice that received a single transfer of cDNT exhibited significantly less weight gain (Fig. 1b). The transferred cDNT mainly accumulated in the liver, draining lymph nodes (LN) and visceral adipose tissue (VAT) of recipient animals (Fig. 1c). Food intake was not significantly different between groups (Fig. 1d). Liver and adipose tissue weights tended to be lower in HFD-fed mice with cDNT treatment (Fig. 1e). After cell transfer, fasting glucose levels were significantly lower in HFD-fed mice at 16 weeks (Fig. 1f). cDNT transfer in HFD-fed mice also improved glucose tolerance and insulin sensitivity (Fig. 1g, h).

**Fig. 1:**
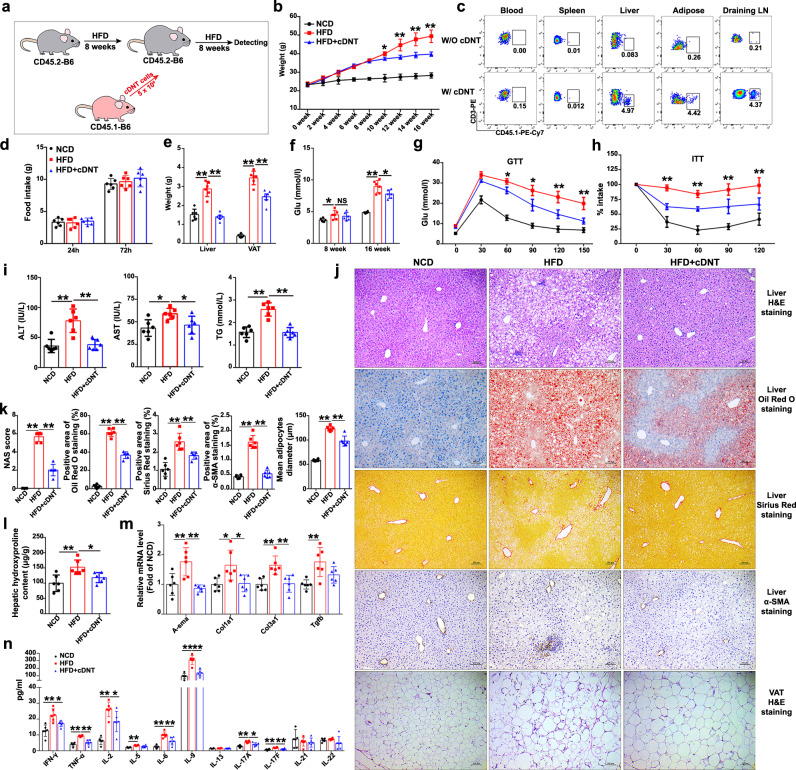
Adoptive cDNT transfer alleviated obesity-induced insulin resistance and steatohepatitis in HFD-fed mice. **a** Flowchart of the adoptive transfer of cDNT. **b** Bodyweight of mice from each group. NCD, black; HFD, red; HFD + cDNT, blue. Actual *p* values (left → right): 0.012, 0.00027, 0.000038, 0.000005. **c** The in vivo distribution of transferred cDNT in mice. **d** Food intake by mice from each group. **e** Liver and VAT weights of mice fed the NCD or HFD for 16 weeks. Actual *p* values (left → right): 0.000004, 0.000001, 0.000004, 0.000001. **f** Fasting plasma glucose levels were measured in mice fed the HFD for 8 or 16 weeks. Actual *p* values (left → right): 0.048, 0.78, 9.69e−8, 0.025. **g**, **h** GTTs and ITTs were performed after intraperitoneal glucose or insulin injection. Actual *p* values (left → right): **g** 0.037, 0.015, 0.0041, 0.0031; **h** 8.58e−8, 2.74e−7, 0.000029, 0.000097. **i** Plasma ALT, AST, and TG levels were measured. Actual *p* values (left → right): 0.00030, 0.00049, 0.015, 0.045, 0.000013, 0.000011. **j** Representative H&E staining, oil red o staining, Sirius red staining, α-SMA staining in liver paraffin sections, and H&E staining in VAT paraffin sections. Scale bars, 100 μm (*n* = 6 biologically independent samples per group). **k** Quantification of liver and VAT histology staining. Actual *p* values (left → right): 0.00065, 0.00028, 5.80e−9, 1.22e−8, 0.000010, 0.0074, 8.30e−9, 1.42e−8, 5.93e−9, 0.000029. **l** Hydroxyproline levels in liver tissues of each group. Actual *p* values (left → right): 0.0032, 0.048. **m** Fibrosis-related genes in liver tissues. Actual *p* values (left → right): 0.0052, 0.0014, 0.017, 0.024, 0.0021, 0.0030, 0.0040. **n** Plasma cytokines of mice in each group. Actual *p* values (left → right): 0.00027, 0.029, 0.000002, 0.000055, 0.000009, 0.035, 0.00069, 0.000009, 0.0049, 0.000003, 0.000036, 0.000039, 0.010, 0.00014, 0.0018. Data are presented as the mean ± SD; *n* = 6 mice/group. Statistical analysis for the first left figure in **k** (NAS score group) was performed by Kruskal–Wallis multiple comparisons test, and others were performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01. Source data, including exact *p* values, are provided as a Source data file.

HFD-fed mice that received cDNT also showed decreased plasma levels of alanine transaminase (ALT), aspartate transaminase (AST), and triglycerides (TG; Fig. 1i). HFD-fed mice that received cDNT had smaller adipocytes and less lymphocyte infiltration of adipose tissue, liver fat accumulation, lobular inflammation, and focal liver necrosis (Fig. 1j, k). cDNT transfer significantly decreased the NAFLD activity score (NAS), and the staining of Sirius red and α-smooth muscle actin (α-SMA), downregulated hepatic hydroxyproline content levels in HFD-fed mice (Fig. 1j–l). Meanwhile, fibrosis-related genes, such as *α-SMA*, *Col1a1*, and *Col3a1*, were also downregulated in the liver tissues that underwent cDNT transfer (Fig. 1m). Mice received cDNT therapy had lower plasma IFN-γ, TNF-α, IL-6, IL-9, IL-17A, and IL-17F levels (Fig. 1n).

To further confirm the therapeutic effects of cDNT in NASH development, we also transferred cDNT into methionine/choline-deficient diet (MCD)-fed mice. As shown in Supplementary Fig. S1a, the bodyweight of MCD-fed mice was not altered by cDNT; however, adoptive transfer of cDNT markedly decreased mouse plasma ALT, AST, and TG levels (Supplementary Fig. S1b). Compared with control mice, MCD-fed mice received cDNT showed significantly decreased fat accumulation, lobular inflammation, and focal necrosis (Supplementary Fig. S1c), lowered Sirius red staining and α-SMA levels (Supplementary Fig. S1c, d). Hepatic hydroxyproline content and fibrosis-related genes, such as *α-SMA*, *Col1a1*, *Col3a1*, and *Tgfb*, also decreased in mice treated with cDNT (Supplementary Fig. S1e,f). Proinflammatory cytokines, such as TNF-α, IL-6, IL-9, IL-17F, and IL-21, were also decreased in mice treated with cDNT (Supplementary Fig. S1g).

Rapamycin, an immunosuppressant, the inhibitor of mTOR signal pathway, could also block diet-induced NAFLD^26,27^. To further evaluate the therapeutic effects of cDNT in NASH development, we used rapamycin as a positive control for the efficacy of cDNT therapy. These observations were similar with that in MCD-fed mice with rapamycin treatment. As shown in Supplementary Fig. S2a,b, cDNT and rapamycin had similar therapeutic effects on NASH. Meanwhile, rapamycin also inhibited liver-resident DNT IL-17 secretion; however, the transfer of cDNT did not influence liver-resident DNT cytokine secretion (Supplementary Fig. S2d,e). Compared with liver-resident DNT, the transferred cDNT did not secrete IL-17 (Supplementary Fig. S2f,g).

Similar results were also found in choline-deficient high-fat diet (CD-HFD)-fed mice, and the transfer of cDNT decreased mice bodyweight; fasting glucose levels; liver fat accumulation; lobular inflammation; focal liver necrosis; hepatic fibrosis; plasma ALT, AST, and TG levels; and hepatic hydroxyproline levels (Supplementary Fig. S3).

### cDNT mainly accumulated in liver and draining lymph nodes, played immunoregulatory roles in NASH mice

In order to confirm the cDNT dynamics of distribution in vivo, we transferred CD45.1^+^ cDNT into MCD-fed mice. The typical flow cytometry gating strategy to distinguish hepatic lymphocytes is shown in Supplementary Fig. S4a. As shown in Supplementary Fig. S5a,b, we detected CD45.1^+^ cDNT in blood, spleen, liver, and different LN every week for 4 weeks. We found CD45.1^+^ cDNT mainly accumulated in liver tissues and draining lymph nodes. *CXCL9* and *CXCL10* were upregulated in adipose and liver tissues of mice with diet-induced NASH (Supplementary Fig. S5c).

Then we detected the cytokine secretion and immune regulatory molecules expression of these cDNT in vivo and in vitro. As shown in Supplementary Fig. S6a–c, compared with activated CD4^+^ T cells, these transferred CD45.1^+^ cDNT had low or no secretion of IL-2, IL-4, IL-6, IL-10, IL-13, IL-17, IL-21, and TGF-β, except for IFN-γ. However, compared with CD4^+^ T cells, the converted cDNT highly expressed Granzyme B (GZMB), the key molecular of regulatory cDNT. Furthermore, we also detected the ability of cDNT to produce cytokines in vivo. As shown in Supplementary Fig. S6d, these cDNT also had low or no secretion of IL-2, IL-4, IL-6, IL-10, and IL-17, including IFN-γ in vivo, but highly expressed GZMB. These observations indicated that these transferred cDNT were regulatory immune cells and were not proinflammatory cDNT.

Meanwhile, the apoptosis and proliferation of CD45.1^+^ cDNT in liver tissues were also detected. As shown in Supplementary Fig. S6e,f, the percentage of Annexin V^+^ cDNT were <15%, and proportion of Ki67^+^ cDNT were >40% at 3 and 4 weeks after cDNT adoptive transfer, which indicated that the transferred cDNT had low apoptosis and could proliferate in liver tissues. Meanwhile, these cDNT has also maintained a CD4^−^CD8^−^, suggesting these cells were stable in vivo (Supplementary Fig. S6g).

### cDNT transfer decreased the CD4^+^ T cell proportion, survival and differentiation in liver, and adipose tissue of NASH mice

To elucidate the mechanisms by which cDNT prevent NASH development, we studied the lymphocytes composition in each group. As shown in Fig. 2a, b and Supplementary Fig. S7a–c, the transferred cDNT markedly reduced the proportion of CD4^+^ T cells, but not of CD8^+^, NK, and NKT cells in liver tissues, spleen, and draining LN. Immunohistochemistry staining also showed the transferring of cDNT could decrease liver-infiltrating CD45^+^, CD3^+^, but not CD20^+^ cells (Supplementary Fig. S7d,e). Although these cDNT did not influence hepatic T cell activation in HFD-fed mice (Fig. 2c), the proportion of apoptotic CD4^+^ T cells was increased (Fig. 2d). Among CD4^+^ T cells, those producing IFN-γ and IL-17 were more abundant in HFD-fed mice, while the corresponding mice that received cDNT exhibited a marked decrease in the percentage of IL-17-producing CD4^+^ T cells only. These cDNT did not lower the proportion of Foxp3^+^ cells among total CD4^+^ T cells (Fig. 2e, f). Furthermore, HFD-fed mice showed considerably upregulation of some Th lineage-defining transcription factors (*Tbx21*, *RORγt*, and *Foxp3* but not *Gata3*), while cDNT transfer significantly decreased the levels of *Tbx21* and *RORγt*. Meanwhile, the mRNA levels of some proinflammatory cytokines in liver tissue, such as *Ifng* and *Il17*, were also downregulated in cDNT-treated mice (Fig. 2g). Similar results were also found in adipose tissue, cDNT transfer significantly decreased CD4^+^ and CD8^+^ T cell proportions (Fig. 2h). The mRNA levels of the transcription factor *RORγt*, and the proinflammatory cytokines *Il17* and *Ifng* were also downregulated in adipose tissue after cDNT transfer (Fig. 2i). In order to further confirm the suppression of these transferred cDNT to Th17 cells, we cocultured the cDNT and Th17 cells in vitro. As shown in Supplementary Fig. S7f, g, cDNT could not only increase the apoptosis of CD4^+^ T cells, including Th17 cells, but also suppress the IL-17 secretion of CD4^+^ T cells. These observations indicated that a single transfer of cDNT to HFD-fed mice could reduce hepatic inflammation, and NASH development by decreasing hepatic CD4^+^ T cell proportion and survival, and Th17 cell differentiation.

**Fig. 2:**
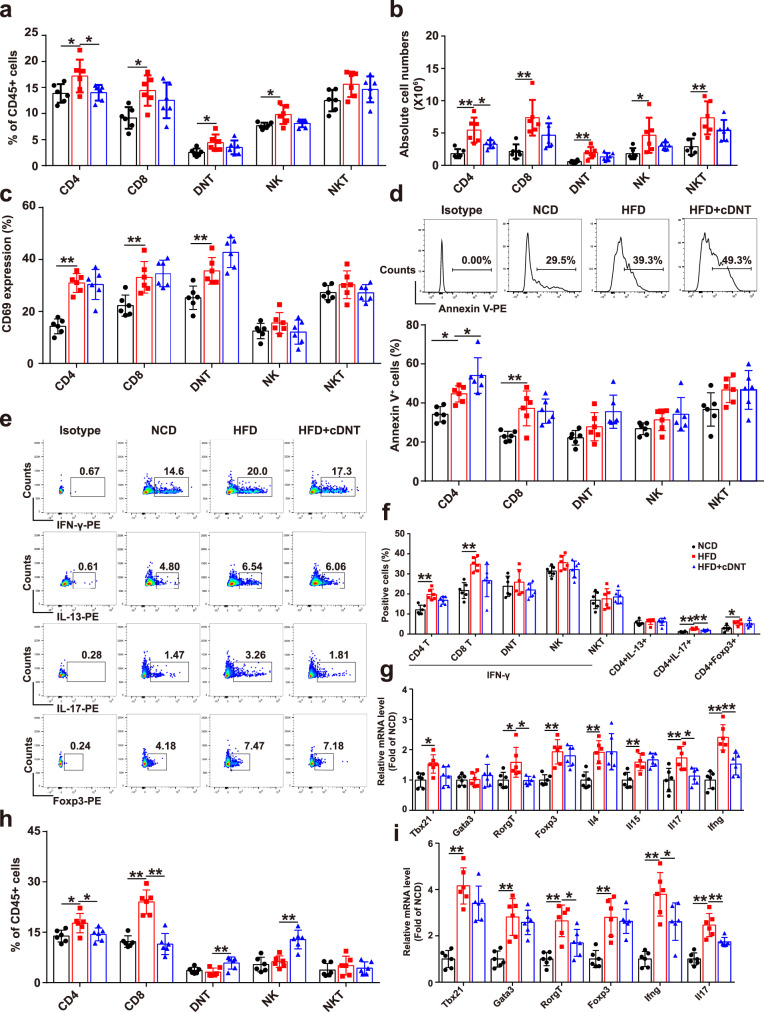
cDNT transfer decreased the CD4^+^ T cell proportion and survival, and Th17 differentiation in liver and adipose tissue. **a** Percentages of intrahepatic CD4^+^ T cells, CD8^+^ T cells, DNT, NK cells, and NKT cells relative to the total number of CD45.2^+^ cells in mice. NCD, black; HFD, red; HFD + cDNT, blue. Actual *p* values (left → right): 0.028, 0.027, 0.017, 0.033, 0.016. **b** Absolute numbers of CD4^+^ T cells, CD8^+^ T cells, DNT, NK cells, and NKT cells in mouse livers. Actual *p* values (left → right): 0.00039, 0.021, 0.0039, 0.0045, 0.026, 0.0027. **c** Statistical analysis of the percentages of CD69^+^ cells among T cells, NK cells, and NKT cells. Actual *p* values (left → right): 0.000019, 0.0060, 0.0094. **d** Representative flow cytometry plots (top) and statistical analysis (bottom) of Annexin V^+^ cells relative to total T cells, NK cells, and NKT cells in each group. Actual *p* values (left → right): 0.027, 0.047, 0.0045. **e**, **f** Representative flow cytometry plots (**e**) and statistical analysis (**f**) of the percentages of IFN-γ^+^, IL-13^+^, IL-17^+^, and Foxp3^+^ cells among liver infiltrated T cells. Actual *p* values (left → right): **f** 0.00013, 0.00013, 0.000006, 0.0081, 0.015. **g** Real-time PCR analysis of related genes in livers from mice in each group. Actual *p* values (left → right): 0.015, 0.016, 0.012, 0.00041, 0.0066, 0.0029, 0.0063, 0.024, 0.000016, 0.0017. **h** Percentages of T cells, NK cells, and NKT cells among CD45.2^+^ cells from adipose tissue. Actual *p* values (left → right): 0.021, 0.034, 0.000013, 0.000006, 0.0092, 0.00042. **i** Relative mRNA levels of *Tbx21*, *Gata3*, *Foxp3*, *RORγt*, *Ifng*, and *Il17* in adipose tissue. Actual *p* values (left → right): 0.000038, 0.00022, 0.00027, 0.022, 0.00028, 0.000026, 0.037, 0.000007, 0.0065. Data are presented as the mean ± SD; *n* = 6 mice/group. Statistical analysis for **b** of CD8 group, **d** of DNT group, and **g** of *Rorgt* group was performed by Kruskal–Wallis multiple comparisons test, and others were performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01. Source data, including exact *p* values, are provided as a Source data file.

### Transferred cDNT suppressed liver-infiltrating monocyte-derived macrophages, especially M1 macrophages

In this study, we found HFD-fed mice had an increased proportion of liver-infiltrating macrophages, and cDNT significantly inhibited macrophage liver infiltration (Fig. 3a). However, no significant differences in the proportions of Kupffer cells, neutrophils, or dendritic cells (DCs) were found in HFD-fed mice with or without cDNT transfer. The flow cytometry gating strategy to distinguish hepatic innate immune cells is shown in Supplementary Fig. S4b. Immunohistochemistry staining of CD11b and F4/80 in liver tissues of HFD-fed mice also showed cDNT transfer lowered liver-infiltrating CD11b and F4/80-positive cells (Supplementary Fig. S8a). Furthermore, we quantified the proportions of proinflammatory M1 (CD11C^+^CD206^−^) and anti-inflammatory M2 (CD11C^−^CD206^+^) macrophages in the liver. As shown in Fig. 3b–d, HFD-fed mice had a higher frequency and number of M1 macrophages, and cDNT significantly decreased the proportions of these cells. Meanwhile, we also defined hepatic M1 macrophages and M2 macrophages by MHC II^+^CD206^−^ and MHC II^−^CD206^+^, respectively, similar results were also found in Fig. 3b, e. Ly6C^hi^ monocytes are the main proinflammatory macrophages that infiltrate the liver during NASH development, and transferred cDNT could also markedly decrease the proportion of these cells in HFD-fed mice. Interestingly, cDNT did not influence the M2 macrophage proportion. Meanwhile, cDNT remarkably decreased macrophage TNF-α and IL-6 secretion in HFD (Fig. 3f, g). However, Kupffer cells was not significantly affected by cDNT. As shown in Fig. 3h, cDNT markedly decreased the mRNA expression of the M1 macrophage markers *iNOS*, *H2-DMb1/2*, *H2-IA*, *Tlr4*, *Ccr2*, and *Tnfa*, but did not affect the expression of the M2 macrophage marker *Arg-1* in HFD-fed mice. Similar results were obtained in adipose tissue; transferred cDNT suppressed macrophage infiltration and M1 polarization in HFD-fed mice (Fig. 3i, j and Supplementary Fig. S8b). The mRNA levels of *F4/80*, *iNOS*, and *Tnfa* were also significantly downregulated after cDNT transfer, but *Arg-1* and *Il10* mRNA levels in adipose tissue were not significantly affected by cDNT in HFD-fed mice (Fig. 3k).

**Fig. 3:**
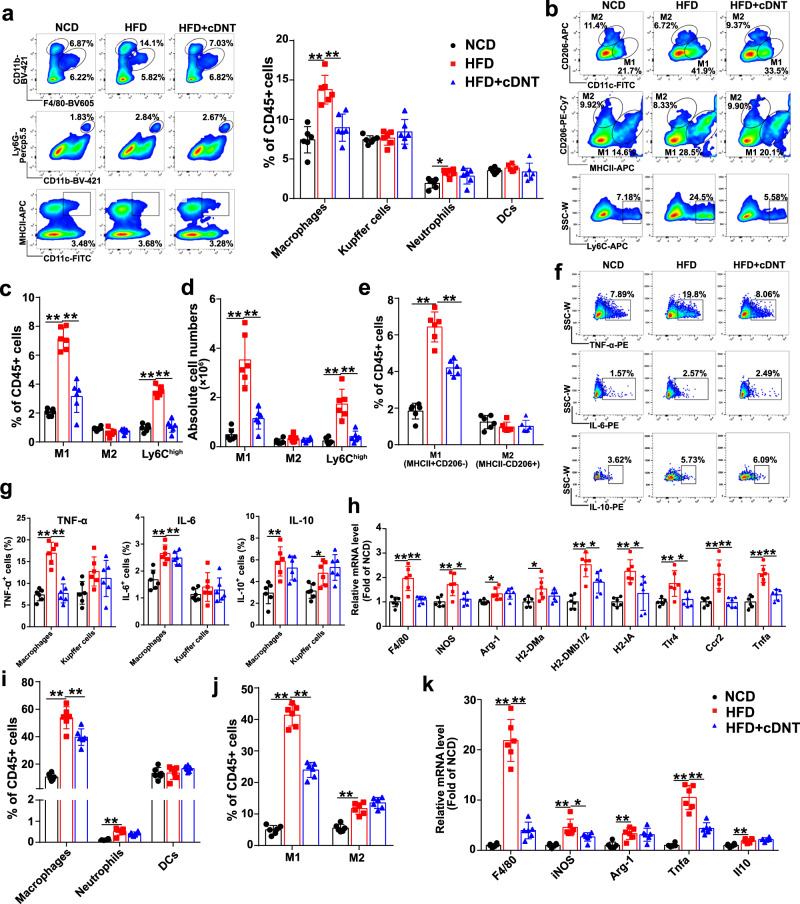
Transferred cDNT inhibited the proportion of infiltrating macrophages, especially M1 macrophages, and the secretion of TNF-α in liver and adipose tissue. **a** Representative flow cytometry plots (left) and statistical analysis (right) of macrophages, Kupffer cells, neutrophils, and DCs relative to the total intrahepatic CD45.2^+^ cells in mice. NCD, black; HFD, red; HFD + cDNT, blue. Actual *p* values (left → right): 0.000038, 0.00065, 0.013. **b** Flow cytometric images of M1 and M2 macrophages and Ly6C^high^ cells. **c** Statistical analysis of the percentages of M1, M2, and Ly6C^high^ macrophages among liver-infiltrating macrophages. Actual *p* values (left → right): 3.91e−8, 8.05e−7, 1.42e−8, 2.23e−8. **d** Absolute numbers of M1, M2, and Ly6C^high^ macrophages in the liver. Actual *p* values (left → right): 0.000003, 0.000046, 0.000015, 0.000062. **e** Statistical analysis of the percentages of M1 (MHC II^+^CD206^−^) and M2 (MHC II^−^CD206^+^) macrophages among liver-infiltrating CD45^+^ cells. Actual *p* values (left → right): 8.05e−9, 0.000024. **f**, **g** Representative flow cytometry plots (**f**) and statistical analysis (**g**) of the percentages of TNF-α^+^, IL-6^+^, and IL-10^+^ cells among macrophages and Kupffer cells. Actual *p* values (left → right): **g** 0.000003, 0.000004, 8.02e−9, 0.000024, 0.0015, 0.034. **h** Relative mRNA levels of the indicated genes in livers. Actual *p* values (left → right): 0.00029, 0.00068, 0.0041, 0.014, 0.030, 0.025, 0.000036, 0.023, 0.0015, 0.016, 0.0060, 0.016, 0.00024, 0.00020, 0.000008, 0.00020. **i**, **j** Percentages of macrophages, neutrophils, DCs, and M1 and M2 macrophages among CD45.2^+^ cells in adipose tissue. Actual *p* values (left → right): **i** 1.27e−8, 0.0026, 0.000059; **j** 5.80e−9, 2.05e−8, 0.000019. **k** Relative mRNA levels of the indicated genes in adipose tissue. Actual *p* values (left → right): 7.29e−9, 1.82e−8, 0.00013, 0.022, 0.0052, 7.18e−8, 0.000016, 0.0017. Data are presented as the mean ± SD; *n* = 6 mice/group. Statistical analysis was performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01. Source data, including exact *p* values, are provided as a Source data file.

The same analyses were performed in MCD- or CD-HFD-fed mice with or without cDNT transfer, and similar results were obtained (Supplementary Figs. S9 and S10). These results suggested that the improvement of liver steatosis by cDNT transfer is associated with decreased recruitment of infiltrating monocyte-derived macrophages, especially M1 macrophages, and proinflammatory cytokine secretion.

### cDNT-mediated cytotoxicity against M2 macrophages compared with M1 macrophages was impaired due to IL-10

In this study, transferred cDNT could enhance the apoptosis of hepatic M1 macrophages, but not M2 macrophages in mice (Fig. 4a). In vitro coculture study also revealed that cDNT markedly induced M1 macrophage apoptosis, which was associated with decreased TNF-α and IFN-γ secretion by macrophages; however, no enhanced apoptosis was observed in M2 macrophages (Fig. 4b, c).

**Fig. 4:**
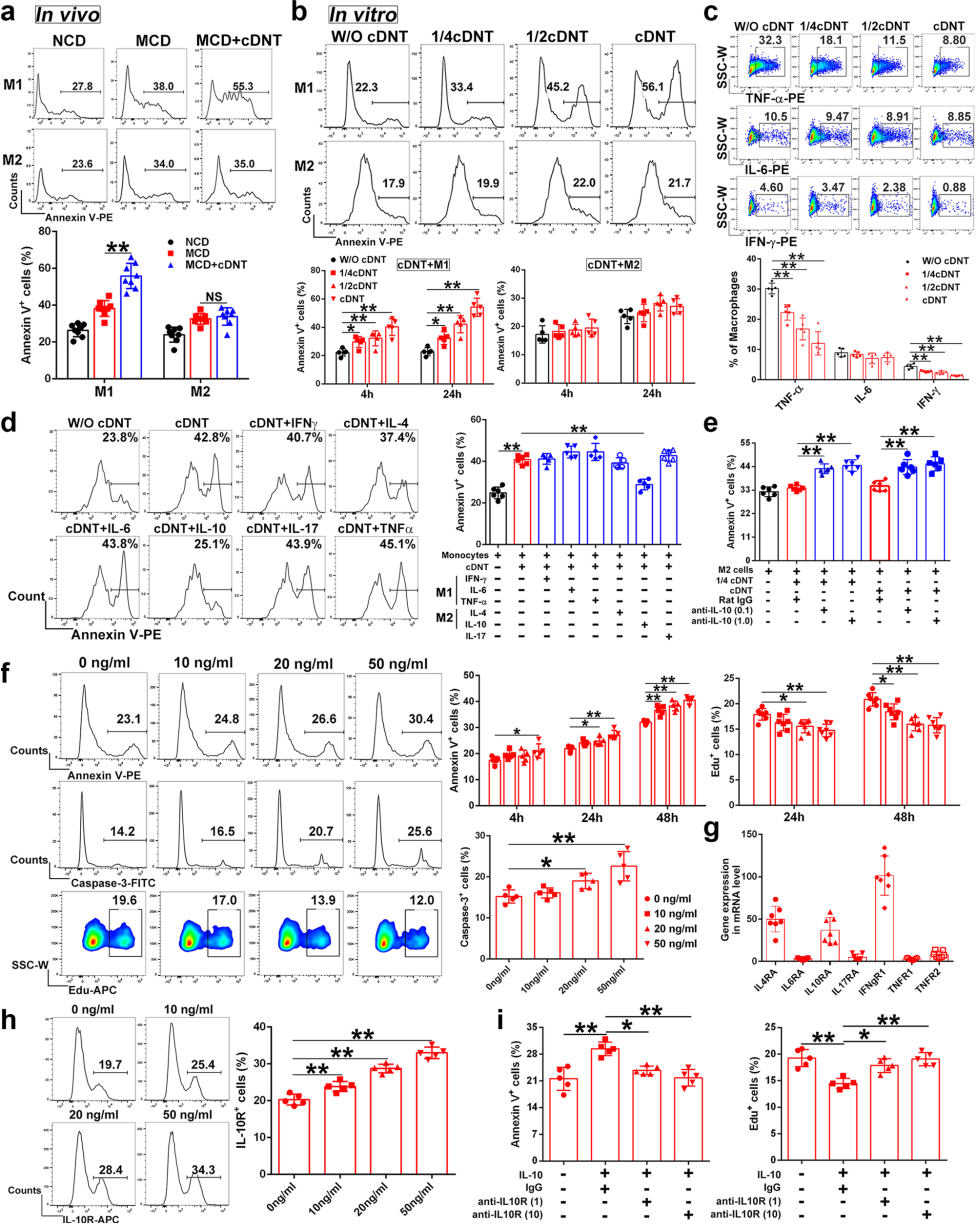
M2 macrophages secreted IL-10 to decrease the suppressive functions of cDNT against M2 cells. **a** Representative flow cytometry images showing the percentages of Annexin V^+^ cells among M1 and M2 macrophages in liver (top). Statistical analysis of Annexin V^+^ cells relative to hepatic M1 and M2 macrophages (bottom, *n* = 8 mice/group). NCD, black; MCD, red; MCD + cDNT, blue. Actual *p* values (left → right): 0.000002, 0.79. **b** CD45.1-positive M1 or M2 macrophages were cocultured with cDNT at different ratio for 4 or 24 h in vitro. Macrophage apoptosis were detected by flow cytometry (*n* = 5 biologically independent samples per group). W/O cDNT, black; W/cDNT, red. Actual *p* values (left → right): 0.036, 0.0095, 0.000029, 0.041, 0.00011, 2.57e−7. **c** CD45.1-positive bone marrow-derived macrophages were cocultured with cDNT at different ratio for 24 h in vitro. Macrophages TNF-α, IL-6, and IFN-γ secretion were detected by flow cytometry (*n* = 5 biologically independent samples per group). W/O cDNT, black; W/ cDNT, red. Actual *p* values (left → right): 0.0045, 0.00002, 3.92e–7, 0.00048, 0.000053, 1.85e−7. **d** Macrophages were pretreated with different cytokines (20 ng/ml) for 4 h, and cocultured with cDNT for 24 h. Statistical analysis of Annexin V^+^ cells relative to macrophages in each group (*n* = 6 biologically independent samples per group). W/O cDNT, black; W/ cDNT, red; W/cytokines pretreated cDNT, blue. Actual *p* values (left → right): 3.54e−10, 9.30e−7. **e** M2 macrophages were pretreated with anti-IL-10 neutralizing mAb (0.1 and 1.0 μg/ml) or IgG control for 4 h, and cocultured with cDNT for 24 h. Statistical analysis of Annexin V^+^ cells relative to M2 macrophages in each group (*n* = 6 biologically independent samples per group). W/O cDNT, black; W/ cDNT, red; W/anti-IL-10 mAb treated cDNT, blue. Actual *p* values (left → right): 0.000016, 7.57e−7, 0.000019, 0.000001. **f** cDNT incubated with anti-CD3/CD28 antibodies were stimulated with IL-10. cDNT apoptosis and proliferation were detected (*n* ≥ 5 biologically independent samples per group). Actual *p* values (left → right): for Annexin V^+^ cells, 0.044, 0.021, 0.000081, 0.0012, 0.000041, 8.80e−7; for Edu^+^ cells, 0.017, 0.00097, 0.021, 8.00e−6, 0.000004; for Caspase-3^+^ cells, 0.044, 0.00038. **g** The expression of cytokine receptors in cDNT were detected through real-time PCR (*n* = 7 biologically independent samples per group). **h** Representative flow cytometry (left) and statistical analysis (right) of IL-10R^+^ cells relative to cDNT after stimulation with IL-10 and anti-CD3/CD28 antibodies for 24 h (*n* = 5 biologically independent samples per group). Actual *p* values (left → right): 0.00057, 0.000002, 3.23e−9. **i** cDNT incubated with anti-CD3/CD28 antibodies were pretreated with anti-IL-10R neutralizing mAb (1 and 10 μg/ml) or IgG control for 4 h, and cocultured with IL-10 for 24 h. Statistical analysis of Annexin V^+^ and Edu^+^ cells relative to cDNT in each group (*n* = 5 biologically independent samples per group). Actual *p* values (left → right): for Annexin V^+^ cells, 0.0013, 0.035, 0.0018; for Edu^+^ cells, 0.0012, 0.037, 0.0019. Data are presented as the mean ± SD. Statistical analysis was performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01; NS not significant. Source data, including exact *p* values, are provided as a Source data file.

Then, cDNT were pre-stimulated with M1 macrophage cytokines (IFN-γ, IL-6, and TNF-α), M2 macrophage cytokines (IL-4 and IL-10), and IL-17 for 24 h and then cocultured with macrophages for another 24 h. As shown in Fig. 4d, only IL-10 decreased cDNT-mediated macrophage lysis. Anti-IL-10 mAbs significantly increased the cDNT-mediated lysis of M2 macrophages (Fig. 4e). These observations indicated that IL-10 secreted by M2 macrophages might protect M2 cells from cDNT-mediated lysis by downregulating the suppressive functions of cDNT.

To better understand the influence of IL-10 on cDNT function, we also stimulated cDNT with different concentrations of IL-10. As shown in Fig. 4f, IL-10 induced cDNT apoptosis and inhibited cDNT proliferation in a dose-dependent manner. We also examined cytokine receptors in cDNT via real-time PCR and found that the highly expressed genes in cDNT were *Il4r*, *Il10r*, and *Ifngr* (Fig. 4g). As shown in Fig. 4h, there was a dose-dependent increase in IL-10 receptor (IL-10R) expression in cDNT after IL-10 stimulation. Moreover, the IL-10-induced inhibition of cDNT survival and proliferation was abrogated by the anti-IL-10R neutralizing mAb (Fig. 4i).

These observations indicated that IL-10 secreted by M2 macrophages could decrease cDNT survival and function to protect M2 macrophages from cDNT-mediated lysis.

### Transcriptome sequencing analysis showed that IL-10 inhibited cDNT survival and cytotoxicity, and enhanced the expression of the inhibitory molecule NKG2A

To further understand the role of IL-10 in the regulation of cDNT survival and function, cDNT treated with or without IL-10 for 24 h were compared in a transcriptome sequencing study (Fig. 5a). 

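The cDNT sequenced here are mouse T cells without CD4 and CD8 that were made ex vivo from CD4+CD25- T cells by coculture with mature dendritic cells and IL-2, and then sorted. The paper's methods state that the cells were stimulated with anti-CD3/CD28 antibodies and IL-10 (50 ng/ml) for 24 h (W/ IL-10), and the control cells received no IL-10 (W/O IL-10). Each group had 3 libraries. The methods name a NEBNext library kit, whereas the sample labels name a TruSeq kit and cells sorted from spleen and do not mention anti-CD3/CD28 antibodies. Both give the same IL-10 dose and time. The design text of the series speaks of duplicates, while 3 libraries are listed for each group. The authors aligned the reads with TopHat, processed them with Cufflinks and UCSC annotation, and deposited whole-number counts, not normalized, for 29393 Ensembl mouse genes. The paper's text does not name the genome build, the program that counted reads per gene or the test for differential expression. The counts on genes summed to 23967088, 23441694 and 22953260 in W/O IL-10 replicates 1, 2 and 3, and to 21619420, 22867257 and 22958891 in W/ IL-10 replicates 1, 2 and 3. At these totals, 3 counts, taken as the smallest number the depth can show, corresponded to 0.125 to 0.139 CPM (the count scaled to a fixed library total), which covers counting error only. The counts were normalized with edgeR's TMM method, and the quasi-likelihood test of edgeR compared the groups over the 14916 genes with at least 10 counts in at least 3 libraries. Genes with a fold change of at least 1.5, the paper's threshold, and a Benjamini-Hochberg adjusted p-value under 0.05 were called differentially expressed. The libraries also differed by the GC content of the genes. The median log2 fold change between W/ IL-10 and W/O IL-10 was 0.37 over the 140 genes of up to 36% GC and -0.12 over the 543 genes above 60% GC. W/O IL-10 replicate 1 departed most from the mean of the 6 libraries, with a median of -0.78 on the log2 scale over the genes of up to 36% GC. The main values carry no correction for it.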

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses revealed that the regulated genes in IL-10-stimulated cDNT were involved in the immune response, inflammatory response, regulation of apoptosis and proliferation, cytolysis, cytokine–cytokine receptor interaction, and T cell receptor signaling pathway, among others (Fig. 5b, c).

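Sets defined by gene symbols, in place of GO and KEGG terms, were tested for an excess of differentially expressed genes, upregulated and downregulated together. Each of the 10 sets was compared with the 14916 tested genes by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the sets. Of 134 cytokine and cytokine receptor genes, 19 were differentially expressed where 1.95 were expected, 8 upregulated and 11 downregulated (adjusted p = 7.22e-13). Of 38 NK receptor genes, 10 were differentially expressed against 0.553 expected, 8 of them upregulated (adjusted p = 5.72e-10), but none passed without W/ IL-10 replicate 1 or without W/ IL-10 replicate 3, and the adjusted p of the set was then 1. Of 18 cytolysis genes, 4 were differentially expressed against 0.262 expected (adjusted p = 0.000284). These were Gzma, Gzmb, Nkg7 and Tnfsf10, all upregulated. Of 37 T cell receptor signaling genes, Cd8b1, Ctla4 and Pdcd1 were upregulated against 0.538 expected (adjusted p = 0.0234), and this set had an adjusted p of up to 1 under other settings. Of 42 apoptosis genes, Tnfsf10 was differentially expressed against 0.611 expected (adjusted p = 0.511). None of the 35 cell cycle genes passed the threshold, where 0.509 were expected. Of 9 IL-10 response genes 4 passed (adjusted p = 1.73e-05), of 44 cell adhesion genes 5 (adjusted p = 0.000852, up to 0.166 under other settings), of 26 JAK-STAT genes 3 (adjusted p = 0.0103) and of 15 genes of presentation on MHC class II 1 (adjusted p = 0.247, same Fisher's exact test). Sets for the immune response and the inflammatory response as a whole were not analysed here. With the replicate number as a block in the test of each gene, the adjusted p of the Fisher's exact test was 5.04e-16 for the cytokine and receptor genes, 2.72e-06 for the NK receptor genes, 0.000192 for the cytolysis genes, 0.0156 for the T cell receptor signaling genes, 0.474 for the apoptosis genes, 0.000354 for the IL-10 response genes, 7.40e-05 for the cell adhesion genes, 0.00664 for the JAK-STAT genes and 1 for the cell cycle genes. For presentation on MHC class II it was 0.00151, with 3 genes past the threshold.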

**Fig. 5:**
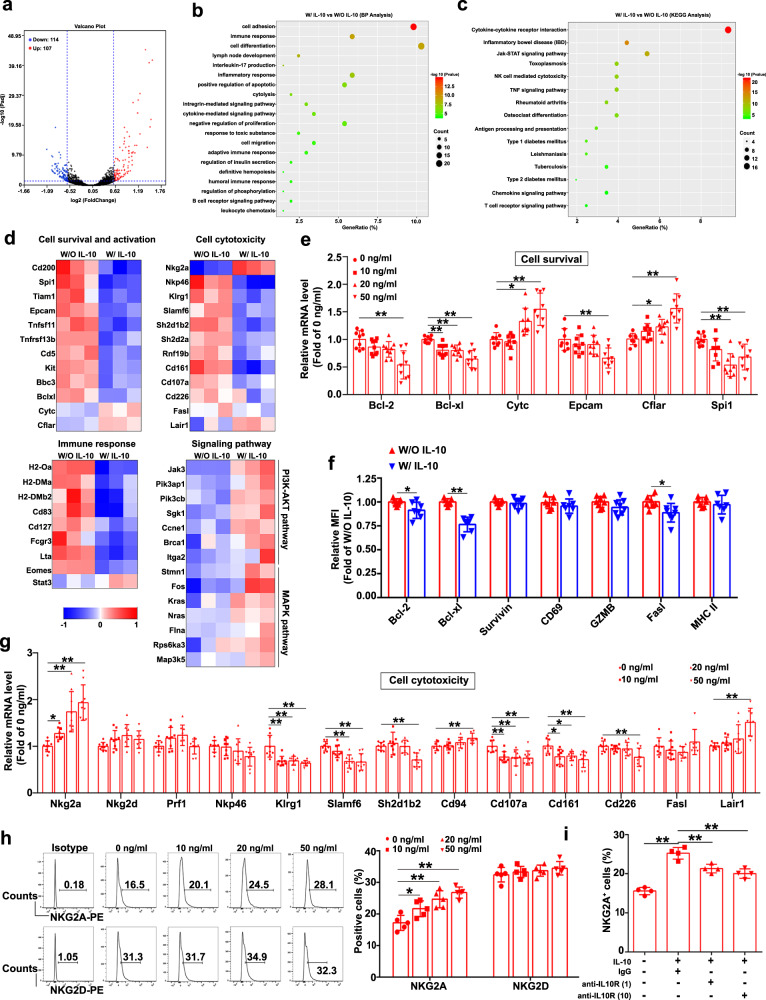
Transcriptome sequencing analysis of IL-10-mediated regulation of cDNT. **a** The distributions of upregulated (107) and downregulated genes (114; ≥1.5-fold difference, *p*adj < 0.05) in cDNT treated with or without IL-10 are depicted in a volcano plot. **b**, **c** Biological process (BP) and KEGG pathway analyses were performed based on the significantly upregulated and downregulated genes in cDNT. **d** Heatmap showing the upregulated and downregulated genes related to cell survival and activation, cell cytotoxicity, immune responses, and signaling pathways in cDNT. **e** The significantly changed genes related to cell survival were confirmed via real-time PCR after IL-10 stimulation of cDNT (*n* = 9 biologically independent samples per group). Actual *p* values (left → right): 0.00026, 0.0037, 0.0028, 6.50e−7, 0.012, 0.000024, 0.0017, 0.048, 5.68e−7, 0.000081, 0.0072. **f** Relative expression of cell markers plotted as the fold change in expression compared to cDNT without IL-10 stimulation (*n* = 6 biologically independent samples per group). W/O IL-10, red; W/IL-10, blue. Actual *p* values (left → right): 0.027, 0.000008, 0.030. **g** The expression of cell cytotoxicity-related genes were determined via real-time PCR (*n* = 9 biologically independent samples per group). Actual *p* values (left → right): 0.047, 0.000076, 0.000002, 0.00019, 0000025, 00000024, 0.00015, 0.000097, 0.0031, 0.000069, 0.0078, 0.0046, 0.0038, 0.012, 0.020, 0.0011, 0.0054, 0.00022. **h** Representative flow cytometry plots (left) and statistical analysis (right) of NKG2A^+^ and NKG2D^+^ cells among cDNT after IL-10 stimulation (*n* = 5 biologically independent samples per group). Actual *p* values (left → right): 0.038, 0.00067, 0.000045. **i** cDNT incubated with anti-CD3/CD28 antibodies were pretreated with anti-IL-10R neutralizing mAb (1 and 10 μg/ml) or isotype control for 4 h, and cocultured with IL-10 (50 ng/ml) for 24 h. Statistical analysis of NKG2A^+^ cells relative to cDNT in each group (*n* = 4 biologically independent samples per group). Actual *p* values (left → right): 5.06e−7, 0.0030, 0.00028. Data are presented as the mean ± SD. Statistical analysis for **f** was performed by Student’s *t* test, and others were performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01. Source data, including exact *p* values, are provided as a Source data file.

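Of the 14916 genes tested, 217 were differentially expressed in cDNT treated with IL-10. Of these, 116 (53.5%) were upregulated and the others downregulated. At any fold change, 327 genes had an adjusted p-value under 0.05. When a fold change of 1.5 was made the null hypothesis of the test, 15 genes were differentially expressed, and without a filter on low counts 637 were. The libraries carry replicate numbers 1 to 3 in both groups, and the paper does not state that equal numbers belong together. Across genes, the deviations from the group means of same-numbered libraries correlated by 0.0524, -0.0573 and 0.114, with a mean of 0.0362 against -0.0175 for libraries of different number. With the replicate number as a block, 196 genes were differentially expressed, of which 93 were downregulated, and 167 of the 196 were among the 217. In 3366 genes (22.6%) the values of the groups did not overlap, where chance gives 10%.

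Tnfsf10, which encodes TRAIL (ENSMUSG00000039304, chromosome 3 of GRCm38, 27317028 to 27342427), had 88.8 ± 15.2 CPM (SD, n = 3) W/ IL-10 and 21.6 ± 2.20 (SD, n = 3) W/O IL-10. Its log2 fold change was 2.04 (standard error 0.14, adjusted p = 0.000503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 1.91 and 2.16 with each library left out in turn. Esm1 (ENSMUSG00000042379, chromosome 13, 113209659 to 113218098) had 9.96 ± 1.13 CPM W/ IL-10 and 2.40 ± 0.68 W/O IL-10 (SD, n = 3), a log2 fold change of 2.05 (standard error 0.22, adjusted p = 0.00383 from the same edgeR test). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) rose from 0.430 ± 0.119 to 1.82 ± 0.544 CPM (SD, n = 3), which was 7 to 13 counts per library W/O IL-10 and 31 to 50 counts W/ IL-10. Its log2 fold change was 2.07 (standard error 0.38, adjusted p = 0.0318 from the same test). The pseudogene Gm11346 (ENSMUSG00000085603, chromosome 13, 24596347 to 24604925) had a log2 fold change of 1.94 (adjusted p = 0.0282 from the same test). Frem2 (ENSMUSG00000037016, chromosome 3, 53513938 to 53657355) had at most 3 counts in each W/O IL-10 library and 11 to 16 counts in the W/ IL-10 libraries, and was at least 4.71-fold higher W/ IL-10.

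Among the downregulated genes, Gm14085 (ENSMUSG00000079071, chromosome 2, 122484941 to 122528040), which shares 30.3% of its 50-base stretches with Slc28a2, went from 19.9 ± 5.13 to 4.12 ± 0.496 CPM (SD, n = 3), a log2 fold change of -2.27 (standard error 0.21, adjusted p = 0.00163 from edgeR's test). Ccdc141 (ENSMUSG00000044033, chromosome 2, 77009902 to 77170636) and Plb1 (ENSMUSG00000029134, chromosome 5, 32232708 to 32366520) had log2 fold changes of -2.60 (adjusted p = 0.0112) and -2.38 (adjusted p = 0.0415, same test). Phf24 (ENSMUSG00000036062, chromosome 4, 42916660 to 42944752) and the long noncoding RNA 9530020I12Rik (ENSMUSG00000112041, chromosome 12, 11185993 to 11204502) had at most 3 counts in each W/ IL-10 library, and were at least 4.56-fold and 5.39-fold lower there. The coordinates are those of GENCODE release M21.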

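All 47 genes drawn in Fig. 5d had the direction drawn there when the deposited counts were tested with edgeR. As the paper drew these genes from the same libraries, the shared direction shows no stability. After Benjamini-Hochberg adjustment over all tested genes, 14 of the 47 had an adjusted p-value under 0.05, and 7 had both that and a fold change of at least 1.5. Adjusted over the list alone 43 were under 0.05, which is no support, as the list was picked from these libraries. The survival and activation group had 12 genes, of which 4 passed the adjusted p-value and 1 also the fold change. In the cytotoxicity group 3 of 12 genes passed both, and in the immune response group 2 of 9 passed both.

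Of the survival genes, Epcam (ENSMUSG00000045394, chromosome 17 of GRCm38, 87635979 to 87651129) went from 45.0 ± 3.22 CPM W/O IL-10 to 30.5 ± 2.37 W/ IL-10 (SD, n = 3 libraries), a log2 fold change of -0.56 (standard error 0.09, adjusted p = 0.0247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l1, which encodes Bcl-xL (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728), went from 61.7 ± 4.19 to 50.1 ± 4.15 CPM (SD, n = 3) without overlap of the groups (log2 fold change -0.30, adjusted p = 0.151, same test). Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756) had a log2 fold change of -0.80, with a standard error of 0.25 (adjusted p = 0.178, same test).

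Ncr1, which encodes Nkp46 (ENSMUSG00000062524, chromosome 7, 4337724 to 4345164), went from 6.53 ± 1.35 to 2.95 ± 0.724 CPM (SD, n = 3), a log2 fold change of -1.15 (standard error 0.23, adjusted p = 0.0460, same test). The other cytotoxicity genes named for Fig. 5d had smaller changes. Slamf6 fell by 0.34 on the log2 scale without overlap of the groups (adjusted p = 0.130), and Klrg1 by 0.37 with overlapping groups (adjusted p = 0.287, same test). Lamp1, which encodes CD107a and overlaps the opposite-strand gene Grtp1 over 9.3% of its exon bases, went from 205 ± 6.62 to 185 ± 13.1 CPM (SD, n = 3), with overlapping groups (adjusted p = 0.419, edgeR). The mouse name Cd161 covers several Klrb1 genes, and the paper's text does not name which was meant. The paper lists its primers in Table S1, which was not examined here. Klrb1c, which shares 17.0% of its 50-base stretches with other genes, among them Klrb1a and Klrb1b, had a log2 fold change of -0.27 (adjusted p = 0.444), Klrb1a of -0.88 (adjusted p = 0.0962) and Klrb1b of -0.40 (adjusted p = 0.186, same test). After a correction for GC content and gene length, the adjusted p was 0.0415 for Klrb1a, 0.0499 for Klrb1b and 0.300 for Klrb1c (edgeR). Cd226 (12.3 ± 0.802 and 11.6 ± 2.65 CPM, SD, n = 3) did not differ by more than the spread (log2 fold change -0.09, adjusted p = 0.843, edgeR). Its log2 fold change was 0.06 without W/ IL-10 replicate 3, and -0.59 after that correction (Cd226 has 35.0% GC), with no call under either.

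Among the immune response genes, Lta (ENSMUSG00000024402, chromosome 17, 35203165 to 35205351) went from 11.8 ± 0.650 to 6.39 ± 0.834 CPM (SD, n = 3), a log2 fold change of -0.88 (standard error 0.14, adjusted p = 0.0213, same test). H2-Oa (ENSMUSG00000024334, chromosome 17, 34092340 to 34095234), with 22.8% of its exon bases under the opposite-strand gene BC051537, had 5.13 ± 0.284 CPM W/O IL-10 and 2.63 ± 0.380 W/ IL-10 (SD, n = 3), a log2 fold change of -0.96 (adjusted p = 0.0415, edgeR). H2-DMa, with 10.4% of its exon bases under the opposite-strand gene Brd2, fell by 0.56 on the log2 scale (adjusted p = 0.0891), and Il7r, which encodes CD127, by 0.37 (adjusted p = 0.202, same test). The paper's text does not state whether the counting used strand. Of these 13 genes, 4 had an adjusted p-value under 0.05 and 3 also a fold change of at least 1.5. With the replicate number as a block, H2-Oa no longer had an adjusted p-value under 0.05.

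**Figure D1:**
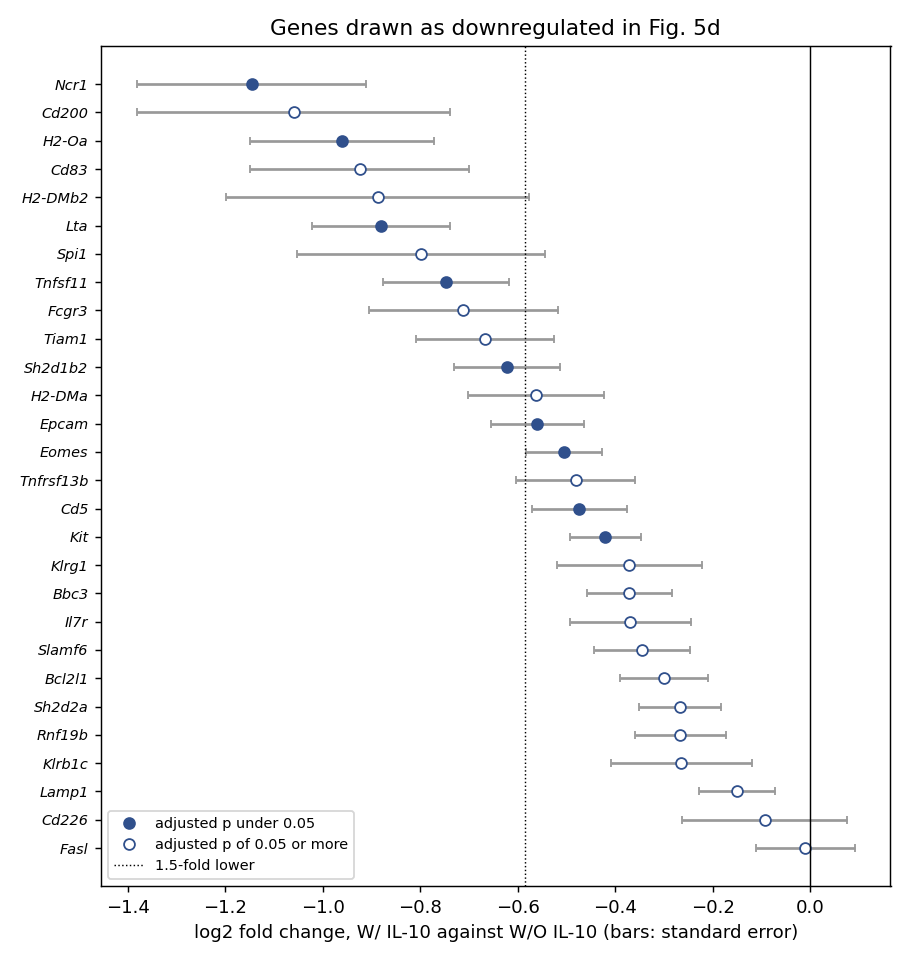
Log2 fold change W/ IL-10 against W/O IL-10 (horizontal axis) of each gene drawn as downregulated in Fig. 5d, with bars for its standard error, from 3 libraries per group. Filled points have an adjusted p-value under 0.05 (edgeR), the dotted line marks a fold change of 1.5, and the points run from Ncr1 at -1.15 to Fasl at -0.01.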

Compared with control cDNT, IL-10-treated cDNT showed the downregulation of cell survival and activation genes (*Bcl-xl*, *Epcam*, and *Spi1*), cell cytotoxicity genes (*Nkp46*, *Klrg1*, *Slamf6*, *Cd107a*, *Cd161*, and *Cd226*), and immune response genes (*Lta*, *Cd127*, *H2-Oa*, and *H2-Dma*; Fig. 5d). We also demonstrated these changes in related genes through real-time PCR and flow cytometry analysis. As shown in Fig. 5e, f, IL-10 downregulated Bcl-2 and Bcl-xL expression in cDNT, while significantly enhanced Cytc and Cflar expression, which indicated that IL-10 regulated cDNT survival through these molecules. Although perforin and FasL are the major functional molecules of cDNT, we did not observe a significant difference in *Prf1* or *Fasl* expression between IL-10-treated and untreated cDNT. And IL-10 stimulation did not affect the cDNT cytokine secretion (Supplementary Fig. S11c). However, IL-10 significantly increased *Nkg2a* mRNA level in cDNT (Fig. 5g). Moreover, IL-10 markedly upregulated NKG2A protein expression in cDNT, but did not affect NKG2D expression (Fig. 5h). Moreover, anti-IL-10R mAbs significantly reduced NKG2A expression in IL-10-stimulated cDNT (Fig. 5i). These observations demonstrated that IL-10 suppressed cDNT cytotoxicity by promoting NKG2A expression.

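In the transcriptome, Klrc1, the gene of NKG2A (ENSMUSG00000030167, chromosome 6 of GRCm38, 129666015 to 129678973), had 22.8 ± 5.75 CPM in W/O IL-10 cDNT and 56.7 ± 10.2 in W/ IL-10 cDNT (SD, n = 3 libraries). The log2 fold change was 1.31 (standard error 0.19, adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every W/ IL-10 library was above every W/O IL-10 library. With each library left out in turn it stayed between 1.11 and 1.44. The adjusted p was no longer under 0.05 without W/ IL-10 replicate 1 or without W/ IL-10 replicate 3, and reached 0.0981 without replicate 3. Klrc1 shares 38.6% of its 50-base stretches with the neighbouring genes Klrc2 and Klrc3, so that the counting could have moved reads between them. Klrc2 rose as well (log2 fold change 1.35, adjusted p = 0.0321), and Klrc3, with 12 to 46 counts per library, had a log2 fold change of 1.42 (adjusted p = 0.0695, same test). With the replicate number as a block, Klrc2 no longer had an adjusted p-value under 0.05. The exons of Klrc1 have 36.4% GC, and after a correction for GC content and gene length its log2 fold change was 0.96 (adjusted p = 0.00131, edgeR). Klrd1, the gene of CD94, with which NKG2A forms its receptor (ENSMUSG00000030165, chromosome 6, 129591782 to 129598775), went from 88.1 ± 31.4 to 206 ± 24.8 CPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.0357), and of 0.86 after the correction (35.8% GC, adjusted p = 0.00933, same test). Klrk1, the gene of NKG2D (ENSMUSG00000030149, chromosome 6, 129610323 to 129623864), went from 73.1 ± 15.1 to 142 ± 15.6 CPM (SD, n = 3), a log2 fold change of 0.96 (standard error 0.15, adjusted p = 0.0165, same test). Klrk1 has 32.7% GC, and after the correction its log2 fold change was 0.34 and no longer passed the threshold (adjusted p = 0.597, same test). Fasl had 105 ± 12.3 CPM W/O IL-10 and 104 ± 8.72 W/ IL-10 (SD, n = 3), a difference smaller than the spread (adjusted p = 0.979, edgeR). Prf1 went from 1425 ± 97.53 to 2016 ± 86.04 CPM (SD, n = 3) without overlap of the groups (log2 fold change 0.50, adjusted p = 0.0291, same test). In Fig. 5g, h the paper reports higher Nkg2a mRNA and NKG2A protein after IL-10, with no difference in NKG2D protein, Prf1 or Fasl. Fig. 5i shows lower NKG2A expression under anti-IL-10R antibodies, and the paper concludes that IL-10 suppressed cDNT cytotoxicity through NKG2A. It gives further evidence from killing assays with antibodies against IL-10 and Qa-1b, and from mice given anti-IL-10. Those experiments were not analysed here.

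**Figure D2:**
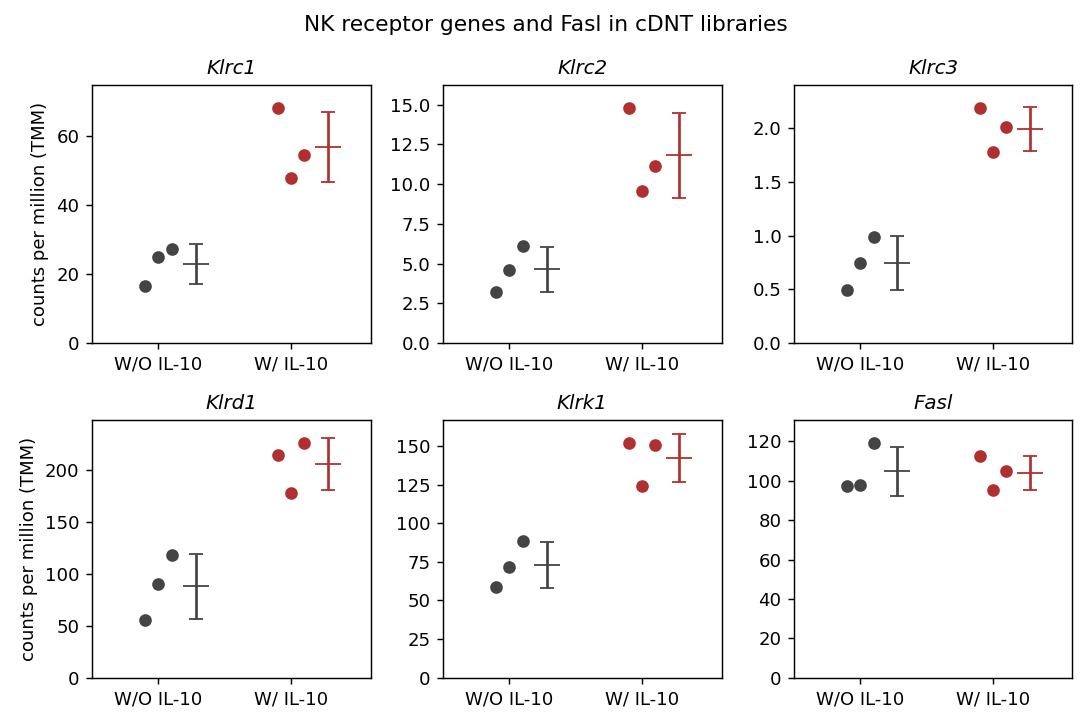
TMM-normalized CPM (vertical axis) of NK receptor genes and Fasl in each of the 3 W/O IL-10 and 3 W/ IL-10 libraries (points), with the mean and SD at the right of each group. Klrc1, Klrc2, Klrc3, Klrd1 and Klrk1 do not overlap between the groups, with Klrc1 means of 22.8 and 56.7, and Fasl overlaps.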

The phosphatidylinositol 3-kinase (PI3K) and mitogen-activated protein kinase (MAPK) signaling pathways play important roles in NKG2A expression^28^. In this study, we found that IL-10-stimulated cDNT highly expressed PI3K-AKT signaling genes, such as *Jak3*, *Pik3ap1*, *Pik3cb*, and *Sgk1*, and MAPK pathway genes, such as *Stmn1*, *Fos*, *Kras*, *Nras*, and *Map3k5*, which may be involved in the IL-10-mediated upregulation of NKG2A expression in cDNT (Fig. 5d).

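All 4 of the PI3K-AKT genes Jak3, Pik3ap1, Pik3cb and Sgk1 had an adjusted p-value under 0.05, and Jak3 also a fold change of at least 1.5. Jak3 (ENSMUSG00000031805, chromosome 8 of GRCm38, 71676296 to 71690575), of whose exon bases 7.5% lie under Insl3, had 350 ± 10.2 CPM W/O IL-10 and 553 ± 40.9 W/ IL-10 (SD, n = 3 libraries). Its log2 fold change was 0.66 (standard error 0.08, adjusted p = 0.00831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 0.60 and 0.69 with each library left out in turn. Pik3ap1 went from 77.6 ± 2.48 to 107 ± 9.82 CPM (SD, n = 3, log2 fold change 0.46, adjusted p = 0.0291, same test). Pik3cb, which shares 5.2% of its 50-base stretches with other genes, rose by 0.44 on the log2 scale (adjusted p = 0.0465), and Sgk1 by 0.51 (adjusted p = 0.0497, same test), both close to the threshold. With the replicate number as a block, Pik3ap1 and Pik3cb no longer passed it.

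The MAPK genes Fos, Stmn1, Nras and Map3k5 were higher W/ IL-10 without overlap of the groups, and none had an adjusted p-value under 0.05. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) went from 4.51 ± 1.07 to 8.28 ± 1.70 CPM (SD, n = 3), a log2 fold change of 0.88 (standard error 0.23, adjusted p = 0.102, edgeR). It passed the threshold with the replicate block. Stmn1, which shares 18.9% of its 50-base stretches with Gm11223 and Gm23634, had a log2 fold change of 0.42 (adjusted p = 0.0815, same test). Nras went from 150 ± 2.79 to 180 ± 13.7 CPM (SD, n = 3, log2 fold change 0.26, adjusted p = 0.154), and Map3k5 from 49.6 ± 3.44 to 59.0 ± 1.84 (SD, n = 3, log2 fold change 0.25, adjusted p = 0.177, same test).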

mTOR signal pathway plays important roles in regulating the DNT activation and function. However, as shown in Supplementary Fig. S11a–c, IL-10 stimulation did not increase pi-mTOR expression, and rapamycin stimulation did not influence cDNT cytokine secretion, except IFN-γ, which indicated mTOR signal pathway might not important for cDNT function.

### IL-10 secreted by M2 macrophages inhibited cDNT-mediated cytolysis by increasing the NKG2A/Qa-1b interaction

To further confirm the upregulation of NKG2A expression by cDNT in response to IL-10 secreted by M2 macrophages, we first cocultured cDNT with M1 or M2 macrophages. As shown in Fig. 6a, b, NKG2A expression on cDNT markedly increased following exposure to M2 macrophages, not M1 macrophages. As expected, neutralizing M2 macrophage secreted IL-10 by anti-IL-10 antibody led to the downregulation of NKG2A expression in cDNT (Fig. 6c).

**Fig. 6:**
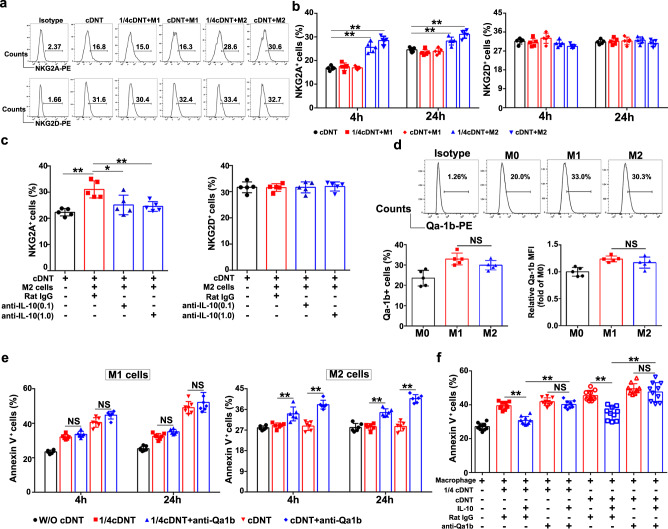
IL-10 secreted by M2 macrophages decreased the suppressive function of cDNT by increasing the NKG2A/Qa-1b interaction. **a**, **b** Representative flow cytometry plots (**a**) and statistical analysis (**b**) of NKG2A^+^ and NKG2D^+^ cDNT after coculture with M1/M2 macrophages for 4 and 24 h (*n* = 5 biologically independent samples per group). cDNT, black; cDNT + M1, red; cDNT + M2, blue. Actual *p* values (left → right): 1.67e−7, 1.34e−9, 0.0034, 0.00003. **c** M2 macrophages were pretreated with anti-IL-10 neutralizing mAb (0.1 and 1.0 μg/ml) or IgG control for 4 h and coculture with cDNT for 24 h. Statistical analysis of NKG2A^+^ and NKG2D^+^ cDNT in each group (*n* = 5 biologically independent samples per group). cDNT, black; cDNT + M2, red; cDNT + M2 + anti-IL-10 mAb, blue. Actual *p* values (left → right): 0.00067, 0.017, 0.0090. **d** Flow cytometric images (top) and statistical analysis (bottom) of Qa-1b^+^ cells among different types of macrophages (*n* = 5 biologically independent samples per group). M0, black; M1, red; M2, blue. Actual *p* values (left → right): 0.30, 0.42. **e** M1 and M2 macrophages were pretreated with anti-Qa-1b neutralizing mAb (10 μg/ml) or IgG control for 4 h before cocultured with cDNT. Statistical analysis of Annexin V^+^ cells relative to M1 and M2 macrophages in each group (*n* = 6 biologically independent samples per group). W/O cDNT, black; W/ cDNT, red; W/cDNT+anti-Qa-1b, blue. Actual *p* values (left → right): for M1 cells, 0.64, 0.059, 0.58, 0.48; for M2 cells, 0.00096, 5.34e−8, 0.000014, 4.52e−11. **f** Macrophages were pretreated with anti-Qa-1b neutralizing mAb (10 μg/ml) or control IgG for 4 h and then cocultured with cDNT pretreated with or without IL-10 (50 ng/ml) for 24 h. Statistical analysis of Annexin V^+^ cells relative to macrophages in each group (*n* = 10 biologically independent samples per group). Actual *p* values (left → right): 4.50e−7, 5.34e−8, 0.95, 3.42e−9, 3.66e−12, 0.93. Data are presented as the mean ± SD. Statistical analysis was performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01; NS not significant. Source data, including exact *p* values, are provided as a Source data file.

We also found that the NKG2A ligand Qa-1b was highly expressed in M1 and M2 macrophages (Fig. 6d). When we incubated M1 or M2 macrophages with saturating amounts of anti-Qa-1b mAb to block the interaction of Qa-1 with its receptor CD94/NKG2A, the cytotoxicity of cDNT against M2 macrophages was significantly enhanced, while the cytotoxicity of cDNT against M1 macrophages did not change markedly (Fig. 6e).

Furthermore, as shown in Fig. 6f, although IL-10 significantly attenuated the cDNT-mediated lysis of macrophages, the IL-10-mediated inhibition of cDNT cytolysis was remarkably abrogated by anti-Qa-1b neutralizing mAb. These observations demonstrated that IL-10 secreted by M2 macrophages could inhibit cDNT-mediated cytolysis by upregulating the NKG2A/Qa-1b interaction.

In order to further confirm the roles of IL-10 in regulating cDNT cytotoxicity, we treated the MCD-fed mice with anti-IL-10 neutralizing antibody after cDNT transfer for 4 weeks. As shown in Fig. 7a–c, mice treated with IL-10 neutralizing antibody together with cDNT showed increased plasma ALT levels, liver fat accumulation, inflammation, and NASH development. Meanwhile, we also detected the proportion of M1 and M2 macrophages after anti-IL-10 neutralizing antibody treatment. Compared with cDNT treatment alone, combination cDNT with anti-IL-10 neutralizing antibody decreased liver macrophages proportions, especially M2 macrophages after 4 weeks MCD feeding (Fig. 7d–f). Transferred cDNT with anti-IL-10 neutralizing antibody could also increase M2 macrophages apoptosis and inhibit cell proliferation at 4 weeks (Fig. 7g, h). IL-10 neutralizing antibody injection could inhibit Bcl-2 and Bcl-xl expression in M2 macrophages at 4 weeks (Fig. 7i, j). Furthermore, we also observed that IL-10 neutralizing antibody could downregulate NKG2A, but not NKG2D expression in cDNT at 4 weeks (Fig. 7k). These data demonstrated that anti-IL-10 neutralizing antibody increased cDNT cytotoxicity toward M2 macrophages through inhibiting cDNT NKG2A expression in vivo.

**Fig. 7:**
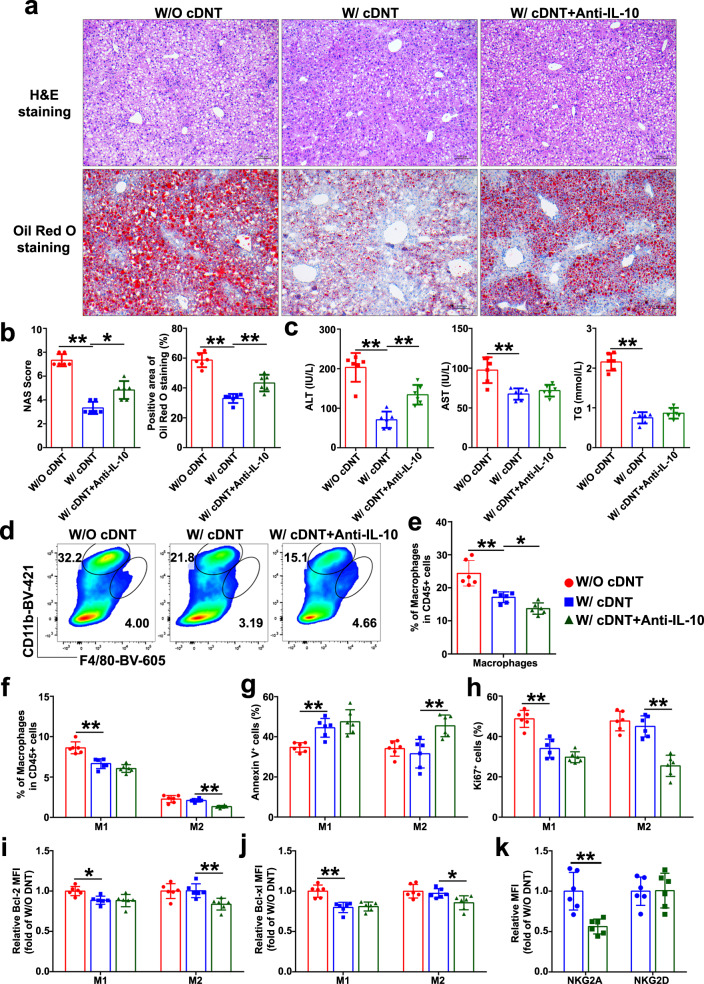
Anti-IL-10 neutralizing antibody increased cDNT cytotoxicity toward M2 macrophages in vivo. **a** Representative H&E staining and oil red o staining in liver paraffin sections of mice fed with MCD diet for 4 weeks. Scale bars, 100 μm (*n* = 6 biologically independent samples per group). **b** Statistical analysis of NAS score and positive area of oil red o staining in each group. W/O cDNT, red; W/ cDNT, blue; W/ cDNT+anti-IL-10, green. Actual *p* values (left → right): 0.0027, 0.022, 2.03e−7, 0.0037. **c** Plasma ALT, AST, and TG levels were measured. Actual *p* values (left → right): 0.000002, 0.0039, 0.00077, 6.81e−9. **d** Representative flow cytometry plots of hepatic macrophages in MCD-fed mice. **e**, **f** Statistical analysis of the percentages of macrophages (**e**), M1 and M2 macrophages (**f**) among CD45.2^+^ cells in liver tissue. Actual *p* values (left → right): **e** 0.00042, 0.048; **f** 0.000017, 0.0011. **g**, **h** The Annexin V (**g**) and Ki67 staining (**h**) of hepatic M1 and M2 macrophages in MCD-fed mice with or without anti-IL-10 administration for 4 weeks. Actual *p* values (left → right): **g** 0.0060, 0.0018; **h** 0.000032, 0.000023. **i**, **j** Bcl-2 and Bcl-xl expression levels in intrahepatic M1 and M2 macrophages determined by flow cytometry, and relative changes of MFI from each group were determined. Actual *p* values (left → right): **i** 0.017, 0.0095; **j** 0.00023, 0.049. **k** Relative changes of NKG2A and NKG2D expression in CD45.1^+^ cDNT in MCD-fed mice with or without anti-IL-10 treatment. **p = 0.002. Data are presented as the mean ± SD; *n* = 6 mice/group. Statistical analysis for the first left figure in **b** (NAS score group) was performed by Kruskal–Wallis multiple comparisons test, statistical analysis for **k** was performed by Student’s *t* test, and others were performed by one-way ANOVA with post hoc multiple comparisons test. Two-sided *p* values < 0.05 were considered significant. *p < 0.05; **p < 0.01. Source data, including exact *p* values, are provided as a Source data file.

## Discussion

Accumulating evidence suggests that hepatic inflammation plays a key role in the progression from hepatic steatosis to NASH. Innovative strategies that target liver inflammation may have the benefit of preventing NASH development and improving the prognosis of NAFLD patients.

In this study, the adoptively transferred ex vivo-generated cDNT significantly inhibited liver and adipose tissue inflammation. The cDNT-treated mice exhibited significantly less weight gain, lower fasting glucose levels, and improved glucose tolerance and insulin sensitivity. cDNT also decreased plasma ALT levels, liver fat accumulation, lobular inflammation, and liver fibrosis-related gene expression. The protection from liver inflammation mediated by cDNT occurred through the selective inhibition of M1 macrophages and Th17 cells.

The DNT paly critical and diverse roles in the immune system, and they are reported to have both proinflammatory and anti-inflammatory functions. In patients with systemic lupus erythematosus (SLE)^13–15^, primary Sjögren’s syndrome (pSS)^16,29^, and psoriasis^30^, DNT that expands in peripheral blood and inflamed tissues are the major producers of the proinflammatory cytokine IL-17 and are believed to be pathogenic in these autoimmune diseases. However, the cDNT we used in this study, had low or no secretion of IL-17, highly expressed GZMB, which were defined as one type of regulatory T cells, although no Foxp3 expression. These cDNT could prevent or reverse the onset of type 1 diabetes, allergic asthma, liver injury, and induce allograft tolerance^21–25^.

In our study, we found that the transferred cDNT mainly accumulated in the liver and adipose tissue of recipient animals. In our previous study, we found that cDNT expressed high levels of CXCR3^22^. In current study, we found CXCL9 and CXCL10, the ligands of CXCR3, were upregulated in liver tissue and VAT of HFD-fed mice, which may explain the cDNT liver and adipose tissue migration.

M1 macrophages and Th17 cells are major contributors to liver inflammation in NASH development^31,32^. Our study showed that cDNT transfer remarkably decreased hepatic Th17 cell proportion and survival. We also demonstrated that the transferred cDNT could suppress the liver infiltration of M1 macrophages and proinflammatory cytokine secretion. The suppression of M1 macrophages and Th17 cells by cDNT might be the major mechanism by which cDNT transfer prevent NASH development.

In NASH models, we noticed that cDNT mainly suppressed M1, not M2, macrophages in the liver. This discrepant inhibition of M1/M2 macrophages by cDNT was the most interesting phenomenon in this study. By stimulating cDNT with different cytokines secreted by M1 macrophages or M2 macrophages, we revealed that IL-10, not the other cytokines, affected cDNT inhibitory function. An in vitro study from Zhang’s group reported that the administration of exogenous IL-10 rendered DN Treg cells susceptible to TCR cross-linking-induced apoptosis^33^. In our study, we provide evidence that in addition to increased apoptosis and decreased proliferation, upregulated expression of the inhibitory molecule NKG2A might be a major contributor to IL-10-mediated decrease in cDNT function.

NKG2A is a cell surface molecule that is typically expressed by NK cells, its expression can also be induced on CD8^+^ T cells. The NKG2A/CD94 complex binds to the nonclassical MHC I molecule HLA-E in humans, and Qa-1b in mice and transduces inhibitory signals, which suppress the effector function and survival of NK and CD8^+^ T cells^34,35^. In addition, cytokines such as IL-15, TGF-β, IL-10, and IL-12 can play a role in CD94/NKG2 expression^35^. Qa-1 is expressed by most cell types. The Qa-1-CD94/NKG2A interaction is critical for preventing NK cell-mediated killing of DCs, B cells, and T cells^36–38^. In this study, when we added an anti-IL-10 neutralizing antibody to the M2 macrophage/cDNT coculture system, NKG2A expression in cDNT was significantly downregulated, and the cDNT-mediated lysis of M2 macrophages increased. Nevertheless, blocking the interaction of Qa-1 with its receptor CD94/NKG2A significantly enhanced the cytotoxicity of cDNT against M2 macrophages. Furthermore, the inhibition of cDNT cytolysis induced by IL-10 was remarkably abrogated by anti-Qa-1b neutralizing mAb. Therefore, the secretion of IL-10 by M2 macrophages, which induces cDNT NKG2A expression, might be the major contributor to protect against cDNT-mediated killing.

Activation of mTOR signal pathway plays important roles in liver diseases, and mTOR inhibitor rapamycin could ameliorate liver fibrosis, autoimmune hepatitis through regulation Th17/Treg cell balance^39–41^. The hepatic Foxp3^+^ Tregs in rapamycin-treated mice had significantly higher frequency and suppressive effects. Activated Treg with rapamycin treatment preferentially phosphorylated STAT5 and STAT3, and did not utilize the PI3K/mTOR pathway^42,43^. In SLE patients, mTORC1 activity is prominently increased in DNT, and plays important role in DNT pro-inflammation^13,44^. In this study, IL-10 stimulation did not increase pi-mTOR expression of cDNT; however, IL-10 upregulated PI3K-AKT and MAPK pathway-related gene expression, which indicated that these signaling pathways may be involved in the IL-10-mediated cDNT function. The mechanisms of IL-10 regulating cDNT activation and function need to be further studied.

In this study, we mainly found cDNT selectively suppressed M1 macrophages, but not M2 macrophages during NASH development. Recent studies underlie the new possibilities and more accurate differentiation of hepatic macrophages by using scRNA-seq^45–47^, thus scRNA-seq study might be more helpful to further reveal the macrophage population and polarization after cDNT transfer, we will perform the study in the future.

In summary, as shown in Fig. 8, the administration of cDNT could prevent the development and progression of obesity, insulin resistance, and NASH. The cDNT not only decreased the CD4^+^ T cell proportion and survival, but also selectively suppressed the proportion of liver-infiltrating M1 macrophages and the secretion of proinflammatory cytokines. Compared with M1 macrophages, M2 macrophages were less susceptible to cDNT-mediated cytotoxicity, which might be due to the downregulation of cDNT immunosuppressive function by IL-10 secreted by M2 macrophages. Furthermore, we found that IL-10 could inhibit cDNT survival and promote expression of the inhibitory molecule NKG2A, which contribute to the decreased suppressive function of cDNT.

**Fig. 8:**
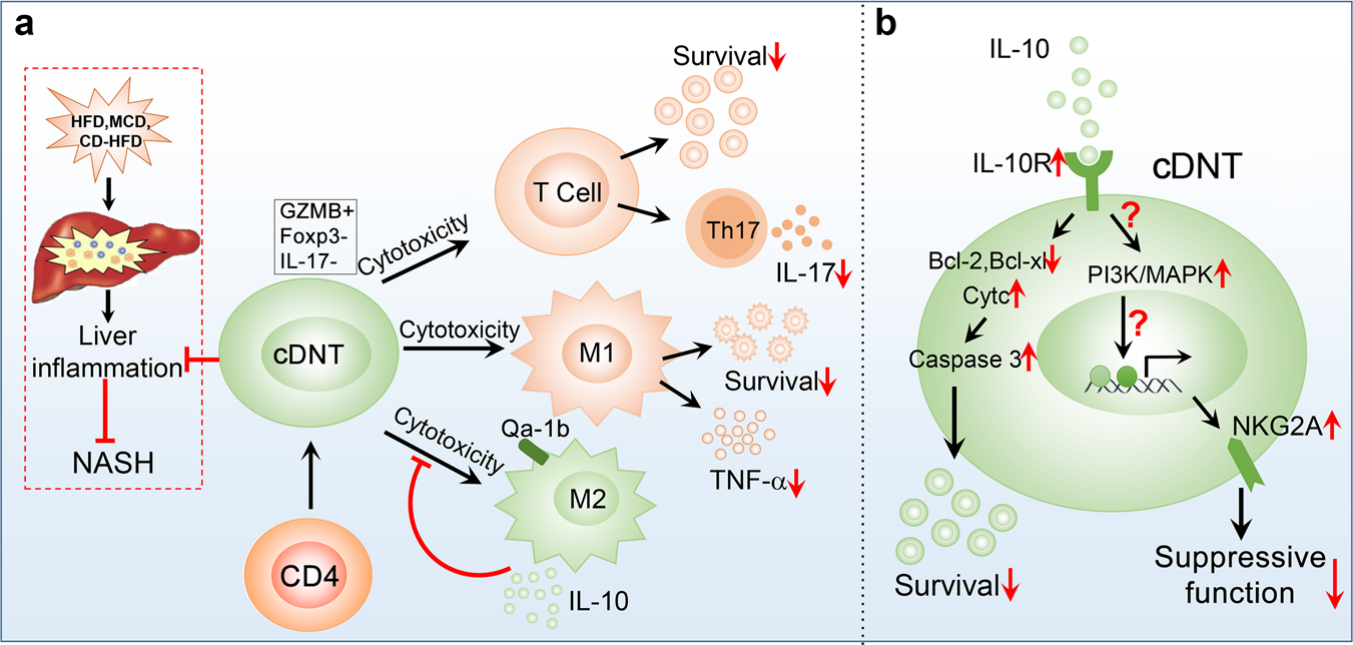
Mechanisms by which transferred cDNT regulate the liver immune microenvironment and inhibit liver inflammation during NASH development. **a** The transferred cDNT not only decreased CD4^+^ T cell proportion and survival and Th17 cell differentiation, but also selectively suppressed the proportion and cytokine production of liver-infiltrating M1, but not M2 macrophages. IL-10 secreted by M2 macrophages downregulated the immunosuppressive function of cDNT toward M2 macrophages. **b** The IL-10/IL-10R interaction could decrease Bcl-2 and Bcl-xL expression, and enhance cytochrome C leakage and caspase-3 activity, leading to decreased cDNT survival. The IL-10/IL-10R interaction also activates the PI3K/MAPK signaling pathway, which might induce the expression of the inhibitory receptor NKG2A. The inhibition of cDNT survival and the promotion of NKG2A expression by the IL-10/IL-10R interaction contribute to decreasing cDNT function.

In conclusion, ex vivo-generated CD4^+^ T cell cDNT exert potent protection against diet-induced obesity, type 2 diabetes, and NASH. The improved outcomes are due to the inhibition of liver inflammatory cells and the restoration of liver immune homeostasis. This study supports the concept and feasibility of this autologous immune cell-based therapy for the treatment of NASH.

## Methods

### Animals

Eight-week-old weight-matched male C57BL/6 mice and CD45.1 congenic C57BL/6 mice were purchased from The Jackson Laboratory (ME, USA). The C57BL/6 mice were fed either a normal control diet (NCD), a HFD (D12492, Research Diets, NJ, USA), a MCD (10401, Beijing HFK Bioscience, Beijing, China), or a CD-HFD (Research Diets, D05010402). C57BL/6 mice fed with MCD and treated with rapamycin (0.5 mg/kg/day, intraperitoneally) as a positive control for 4 weeks. The mice were maintained in a pathogen-free, temperature-controlled environment with a 12-h light/dark cycle. The animal studies were performed in compliance with the ethical guidelines for animal studies and approved by the Institutional Animal Care and Ethics Committee of Beijing Friendship Hospital.

### Conversion of DNT in vitro

The conversion of CD4^+^ T cells to cDNT was described previously^21^. Briefly, CD4^+^CD25^−^ T cells were isolated from CD45.1-positive C57BL/6 mice spleens and LN. Then, the purified CD4^+^CD25^−^ T cells were cocultured with C57BL/6 mature DCs and rmIL-2 (50 ng/ml) for 7 days. cDNT were sorted from culture through a fluorescence-activated cell sorter (FACS Aria II, BD Biosciences).

### cDNT adoptive transfer and anti-IL-10 neutralizing antibody administration in vivo

In the HFD-fed NASH model, after 8 weeks of HFD feeding, C57BL/6 mice received an adoptive transfer of 5 × 10^6^ CD45.1-positive cDNT (purity > 97%) and then were continuously fed the HFD for another 8 weeks. In the MCD-fed NASH model, the C57BL/6 mice received an adoptive transfer of 5 × 10^6^ CD45.1-positive cDNT (purity > 97%) and then were fed the MCD for 4 weeks. In the CD-HFD-fed NASH model, C57BL/6 mice were fed a CD-HFD for 12 weeks, received a transfer of 5 × 10^6^ CD45.1-positive cDNT (purity > 97%), and then continued to be fed the CD-HFD for another 4 weeks. For anti-IL-10 neutralizing antibody treatment model, MCD-fed mice were treated by intraperitoneal injection with 0.3 mg of anti-IL-10 Ab (clone JES5-2A5, BioXCell, West Lebanon, NH, USA) every other day after cDNT transfer for 4 weeks, then liver tissue inflammation and lymphocytes proportion were detected.

### Intraperitoneal glucose tolerance test and insulin tolerance test

Glucose tolerance tests (GTTs) and insulin tolerance tests (ITTs) were performed after a 6-h fast. For GTTs, mice were injected intraperitoneally with 1 g/kg glucose. For ITTs, mice were injected with 0.75 units/kg regular human insulin (Humulin R, Lilly, USA). Mouse blood was collected at 0, 30, 60, 90, 120, and 150 min after insulin or glucose injection. Plasma glucose concentration was measured with a Medisafe blood glucose meter (Terumo Corporation, Japan).

### Flow cytometry analysis

The isolation and examination of hepatic immune cells were described previously^8^. Immune cells were harvested and analyzed to determine the expression levels of various cell surface and intracellular markers. All samples were acquired on a FACS Aria II flow cytometer (BD Biosciences), and data were analyzed using FlowJo software (Tree Star, OR, USA).

### Real-time PCR

Total RNA was isolated from liver tissue, adipose tissue, or cDNT using a RNeasy Plus Mini kit (QIAGEN, Germany), and reverse transcribed into cDNA using a SuperScript III RT kit (Invitrogen, CA, USA). Real-time PCR was performed by the ABI 7500 sequence detection system (Applied Biosystems, CA, USA). Amplicon expression in each sample was normalized to GAPDH expression, and gene expression was subsequently quantified using the 2^−ΔΔCt^ method. The genes and primer sequences are shown in Table S1.

### Histology and immunohistochemistry

Mouse liver tissues were fixed, dehydrated, embedded in paraffin, and cut into 6-μm sections. Hematoxylin and eosin (H&E) staining, oil red o staining, and Sirius red staining were performed by Servicebio Technology (Wuhan, China). H&E-stained liver sections were assessed by three experienced liver pathologists for an NAS (based on steatosis, inflammation, and ballooning). For immunohistochemistry, pAb against α-SMA (Servicebio) was used to detect activated hepatic stellate cells. Liver-infiltrating monocytes, T cells, and B cells were evidenced in paraffin sections using anti-mouse CD45, CD3, CD11b, CD20, and F4/80 antibody (Abcam, Cambridge, MA, USA). Immunopositive cells were counted by ImageJ software (National Institutes of Health, USA).

### Western blot

Liver tissues were solubilized in RIPA (Solarbio, Beijing, China) and the protein concentration was then determined using BCA protein assay (Thermo Fisher Scientific, Inc., Pittsburgh, PA, USA). Protein mixtures normalized to 100 μg separated by 12% SDS–PAGE and transferred onto PVDF membrane (Millipore, Bedford, MA, USA). Primary antibodies against α-SMA (diluted 1:2000, Abcam), TNF-α (diluted 1:500, Abcam), IL-10 (diluted 1:500, Abcam), and β-actin (diluted 1:5000, Abcam) were used. The membranes were incubated with secondary antibodies conjugated to HRP, and the proteins were detected by enhanced chemiluminescence (Thermo). The relative density of the protein bands was quantitatively determined using ImageJ software.

### Induction of M1 and M2 macrophages

Bone marrow was collected from CD45.1-positive C57BL/6 mice, erythrocytes were lysed, and bone marrow cells were resuspended into a single-cell suspension. Gr1^+^, B220^+^ and Ter119^+^ cells were removed by magnetic column selection, and the remaining cells were monocytes. These monocytes were stimulated with 20 ng/ml GM-CSF for 5 days in six-well plates (2 × 10^6^ cells per well). After 5 days, M1 macrophages were induced by 100 ng/ml LPS and 20 ng/ml IFN-γ, and M2 macrophages were induced by 20 ng/ml IL-4 for 24 h.

### Transcriptome sequencing analysis

The cDNT stimulated with anti-CD3/CD28 antibodies and IL-10 (50 ng/ml) for 24 h, then total RNA was isolated. Transcriptome sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA), following manufacturer’s recommendations and sequenced on an Illumina Hiseq platform (Illumina, San Diego, CA). Sequences were aligned to the reference genome with TopHat and processed with Cufflinks, which quantifies each transcript in each sample using reference annotations produced by the University of California Santa Cruz UCSC. Differentially expressed genes with a fold change of ≥1.5 and *p*adj < 0.05 between with IL-10 or without IL-10-treated cDNT were submitted to GO and KEGG enrichment analysis, which uses unbiased methods to assess pathway enrichment. The mRNA sequencing data described in this study were uploaded to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (accession no. GSE134346).

### In vitro suppression assays

The suppression assays of cDNT on Th17 cells were performed as follows. Naive CD45.1-positive CD4^+^ T cells (3 × 10^5^/well) were isolated from mice spleens, and stimulated with anti-CD3 (2 μg/ml), anti-CD28 (1 μg/ml), IL-6 (2 ng/ml), TGF-β (1 ng/ml), anti-IL-4 (2 μg/ml), and IFN-γ (5 μg/ml) in 96-well flat-bottom culture plates for 3 days for Th17 cells differentiation. After 3 days culture, 0.75 × 10^5^/well and 3 × 10^5^/well converted CD45.2^+^ cDNT were added into the culture for 24 h. Then Annexin V staining and IL-17 intracellular staining were performed to detect the apoptosis and Th17 differentiation of CD45.1^+^ CD4^+^ T cells.

The suppression assays of cDNT to macrophages were performed as follows. CD45.1-positive M1 and M2 macrophages (2 × 10^5^ cells/well) were cocultured with cDNT at a ratio of 4:1, 2:1, or 1:1 in 96-well round-bottom culture plates. After 4 or 24 h, Annexin V, TNF-α, NKG2A, and NKG2D staining were performed to detect protein expression levels and the apoptosis of CD45.1-positive cells via flow cytometry.

### Statistical analysis

Statistical analysis was performed using SPSS Statistics (IBM SPSS Statistics for Windows, Version 22.0. Armonk, NY, USA) and Prism 6.0 software (GraphPad Software, San Diego, CA, USA). Values are expressed as the mean ± standard deviation (SD). The normal distribution of variables was tested with the Shapiro–Wilk test. Differences between two groups were compared by *t* test for normal variables and Kruskal–Wallis test for non-normal variables. One-way ANOVA with post hoc test for normal variables and Kruskal–Wallis test for non-normal variables were used in multiple comparisons. Two-sided *p* values <0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNAseq data from cDNT cells with or without IL-10 stimulation generated in this study, have been deposited in the GEO database under accession number GSE134346. All the other data supporting the findings of this study are available within the article and its Supplementary Information files, and from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

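Transcriptomes of mouse cDNT kept for 24 h with IL-10 (50 ng/ml) or without it were measured in 3 libraries per group. The authors aligned the reads to the mouse genome with TopHat and processed them with Cufflinks and UCSC annotation. They deposited 1 table of whole-number counts per gene for the 6 libraries, with 29393 Ensembl genes and no normalization. The paper's text does not name the genome build, the versions, the counting program or whether strand was used. All value columns of the table were used, and no pair of libraries held identical values.

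Total counts were 22953260 to 23967088 W/O IL-10 (median 23441694) and 21619420 to 22958891 W/ IL-10 (median 22867257). The floor of 3 counts corresponds to 0.125 to 0.139 CPM and covers counting error only. Between 21092 and 23596 genes had a count in a library.

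From the deposited counts, edgeR 4.0.16 (R 4.3.3) computed TMM factors, which lay between 0.953 and 1.03, and the quasi-likelihood test (glmQLFit, glmQLFTest) on the 14916 genes with at least 10 counts in at least 3 libraries. All 6 libraries entered the fit, without a block. The p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called differentially expressed at a fold change of at least 1.5, estimated without shrinkage, and an adjusted p-value under 0.05, the threshold the paper states. The standard error of a log2 fold change is the fold change on the log2 scale divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes.

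Enrichment was tested with one-sided Fisher's exact tests on 10 sets of gene symbols, against all tested genes, since no GO or KEGG table was used here. Shifts of 8 sets of marker genes were tested with the camera test of limma 3.58.1 at an inter-gene correlation of 0.01, and the mean log2 CPM of a set (prior count 2) with a two-sided exact permutation test, for which 3 libraries against 3 cannot give a p below 0.1.

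The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, limma-voom, the replicate number as a block, a fold change of 1.5 as the null hypothesis (glmTreat in edgeR), and each library left out in turn. They were set before the data were examined. The shared replicate numbers come from the sample labels. Added after seeing the data were DESeq2 with shrunken fold changes on every gene, and a correction for GC content and gene length, the latter with and without the replicate block. The correction fitted, for each library, splines with 5 degrees of freedom on GC content and on log2 length to the deviation of each gene from its mean log2 CPM, for the 99.9% of tested genes with a value in the annotation.

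The genes named in the text are those the paper names for the transcriptome or measured in the same cells, the genes of the IL-10 response set, members of reported marker sets, and the 5 largest changes in each direction among genes past the threshold whose groups do not overlap, a rule set before the data were examined. Genes outside the rule were chosen after their values were seen, among them Klrc2, Klrc3, Klrb1a, Klrb1b and Nkg7. The results for some genes are not reported here. Symbols and coordinates come from the GENCODE release M21 annotation of GRCm38, in which 29332 of the 29393 identifiers were found. Shared sequence was measured as the percent of a gene's 50-base stretches that occur in transcripts of another gene.

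The steps were tested on simulated counts in which 200 genes were changed. At a simulated fold change of 1.5, edgeR recovered 37.0% of the changed genes, with 11.9% false calls among its calls at an adjusted p-value under 0.05 (14672 genes). At a fold change of 2 it recovered 89.5%, with 5.3% false calls (14659 genes). For DESeq2 the false calls were 23.0% and 15.3% in the same simulations. With the same GC trend added to all 3 W/ IL-10 libraries, false calls of edgeR were 30.6% without the correction (14653 genes) and 6.0% with it (14636 genes). In the data W/O IL-10 replicate 1 departed most with GC content, so that these rates need not hold there. The annotation and plots were handled in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The paper's real-time PCR values were taken from its Source data file. Its flow cytometry and animal experiments were not analysed here.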

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

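The tests of this part were chosen only after the result was seen. The list of genes taken from the paper for its cDNT held 5 of the 116 upregulated genes, and 111 were outside that list. The 111 include Il10 and Ifng, which the paper names for adipose tissue. It also reports on IL-10 and IFN-γ secretion by cDNT. The 5 with the largest change among the 111 were Frem2 (log2 fold change 2.54), Il10 (2.07), Esm1 (2.05), Tnfsf10 (2.04) and Gm11346 (1.94). Their groups did not overlap, which was a condition of the rule that named them. For Frem2 the W/O IL-10 libraries were at the floor, so that its change is a lower bound, at least 4.71-fold higher.

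A bias of GC content or gene length was tested with the correction for both, after which the mean log2 fold change of the 5 genes was 2.08 against 2.13 before. Tnfsf10 moved from 2.04 to 1.93, Esm1 from 2.05 to 1.96, Il10 from 2.07 to 1.98, Gm11346 from 1.94 to 1.88 and Frem2 from 2.54 to 2.63, and all 5 still passed the threshold. A bias that the correction captures therefore did not fully explain the rise. Reads shared with another gene were tested by sequence, and the highest share of 50-base stretches found in another gene was 1.4%. A single deviating library was tested by leaving each out, and the lowest log2 fold change then obtained was 1.69. As the 5 genes were chosen as the largest changes without overlap of the groups, this test could hardly have come out otherwise. Frem2 had no value with a W/ IL-10 library left out, so that this test does not cover it there. Shared reads did not account for the whole rise, and no conclusion is drawn from the left-out libraries. The total counts of the libraries overlap between the groups. The fold change null aside, Tnfsf10 and Esm1 had an adjusted p-value under 0.05 in 16 of 16 settings run with edgeR, DESeq2 or limma, Gm11346 in 10 of 15, Il10 in 9 of 15 and Frem2 in 6 of 12. A response of cDNT to IL-10 may explain the rise of Tnfsf10 and Esm1, as a hypothesis, while the calls of Frem2, Il10 and Gm11346 depend on the setting. Frem2 and Gm11346 rest on few counts (2 to 16 and 9 to 61 per library).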

How the results depend on the processing

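Against 217 differentially expressed genes, 218 were found with upper-quartile normalization, 206 with at least 10 counts in every library, 205 with limma-voom and 196 with the replicate block, which shared 167 of the 217. Other settings moved the counts by more than 1.5 times, and the cause was not tested. With DESeq2's size factors and Wald test, 359 genes passed (176 upregulated, 183 downregulated), 696 at any fold change and 25 genes of Fig. 5d. Without a filter on low counts, 637 passed (301 and 336), 1239 at any fold change and 34 of Fig. 5d. With a fold change of 1.5 as the null hypothesis, 15 passed, 14 upregulated and 1 downregulated. Of the settings chosen after seeing the data, DESeq2 with shrunken fold changes on every gene gave 678 genes at any fold change, 25 of Fig. 5d and 7 shifted marker sets. The correction for GC content and gene length gave 513 at any fold change, and the same correction with the replicate block gave 329 (160 downregulated), 834 at any fold change, 33 of Fig. 5d and 7 marker sets. The replicate block alone also gave 7 marker sets against 4. The share of upregulated genes was 53.5% and lay between 47.3% and 58.5% under the other normalizations, filters and tests except the fold change null.

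The fits that each left out one replicate gave 35 to 254 differentially expressed genes, 31 to 124 upregulated, 4 to 130 downregulated, 35 to 525 at any fold change, 0 to 19 genes of Fig. 5d, 4 to 7 enriched sets and 2 to 6 marker sets. The fewest differentially expressed genes and the 0 of Fig. 5d came without W/ IL-10 replicate 3, where 1631 genes had an unadjusted p under 0.05, and the most came without W/O IL-10 replicate 1.

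Of the genes named in the text, 47 were followed through each alternative, a list other than the genes of Fig. 5d, and 40 of them had a value with at least 10 counts in every library. Their direction was kept with a few exceptions. The log2 fold change of Cd226 turned to 0.0608 without W/ IL-10 replicate 3 (from -0.271 to 0.0608 over the left-out replicates), and the log2 fold change of Fasl to 0.0779 without W/O IL-10 replicate 3 and 0.0506 without W/ IL-10 replicate 2 (from -0.0698 to 0.0779). The mean log2 fold change of the marker set dissociation or stress, -0.0578, turned to 0.0302 with at least 10 counts in every library, to 0.0246 with shrunken fold changes, to 0.0283 with the GC correction, to 0.037 with that correction and the block, and lay between -0.161 and 0.0151 over the left-out replicates. With the replicate block, 9 of these genes fell below the threshold and 1 passed it newly. With DESeq2, 3 of them fell below and 5 passed newly. Leaving out a replicate took 1 to 19 of them below the threshold. Klrk1 lost its call with the GC correction (0.34) and with correction and block (0.42).

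Same-numbered libraries deviated together by a mean correlation of 0.0362 across genes. The means of the marker sets B cell and MHC class II nevertheless had the same order of replicate numbers in both groups, so that a pairing in these sets cannot be excluded. Low-count genes had no value under some settings. Frem2, Il10, Gm11346, 9530020I12Rik, Phf24, Ccdc141 and Plb1 were removed by the filter of 10 counts in every library, and some of them when a replicate was left out. Depth limits these genes, which have few counts per library.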

Differences from the paper's values

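The paper reports 107 upregulated and 114 downregulated genes, and here 116 of the 217 differentially expressed genes were upregulated and the others downregulated. Both counts were within 1.5 times of the paper's. With DESeq2 and shrunken fold changes on every gene, a setting chosen after seeing the values, the counts were 107 and 114. That setting is not stated to be the paper's method.

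Fig. 5d draws 47 genes as upregulated or downregulated. All had the direction drawn, but 7 of the 47 passed both the fold change and the adjusted p-value here, 8 others did so only under another setting, and 32 under no setting that was run. At the adjusted p-value alone, 14 passed, 24 others passed only under another setting and 9 passed under none (Bcl2l1, Cycs, Rnf19b, Klrb1c, Lamp1, Cd226, Fasl, Itga2 and Nras). Both criteria were met by 12 genes with DESeq2, 14 without a filter on low counts, 8 with upper-quartile normalization, 8 with at least 10 counts in every library, 7 with limma-voom, 10 with the replicate block and 0 with a fold change of 1.5 as the null hypothesis (330 of all tested genes at an unadjusted p under 0.05). Without W/O IL-10 replicate 1, 2 or 3 the numbers were 10, 1 and 6, and without W/ IL-10 replicate 1, 2 or 3 they were 1, 3 and 0 (1631 of all tested genes at an unadjusted p under 0.05 in the last). Of the settings chosen after seeing the values, shrunken fold changes gave 8, the GC correction 8 and that correction with the block 12.

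The paper names Bcl-xl, Spi1, Klrg1, Slamf6, Cd107a, Cd161, Cd226, Cd127 and H2-Dma as downregulated and Stmn1, Fos, Nras and Map3k5 as highly expressed after IL-10. Their adjusted p-values were 0.05 or more here. Without a filter on low counts, Spi1, Klrg1, Slamf6, Il7r, H2-DMa, Stmn1 and Fos had an adjusted p-value under 0.05. With DESeq2, and with its shrunken fold changes, chosen after seeing the values, these were H2-DMa, Stmn1 and Fos. Fos passed with the replicate block, and Slamf6 without W/O IL-10 replicate 1. With the GC correction, chosen after seeing the values, Slamf6 and Il7r passed, and with that correction and the block Klrg1, Slamf6, Il7r, H2-DMa, Stmn1, Fos and Map3k5. Of the other genes of the Cd161 family, Klrb1a passed the adjusted p-value with DESeq2 and without a filter on low counts, and, with settings chosen after seeing the values, with shrunken fold changes and with the GC correction with and without the block. Klrb1b passed with the GC correction with and without the block, likewise chosen after seeing the values. Epcam (log2 fold change -0.56), Pik3ap1 (0.46), Pik3cb (0.44) and Sgk1 (0.51) passed the adjusted p-value and not the fold change of 1.5, which Epcam reached without W/O IL-10 replicate 3. The genes of Fig. 5d outside these names that met both criteria only under another setting were Cd200 (DESeq2, no filter, and the GC correction with the block), Tiam1 (DESeq2, upper-quartile normalization, no filter, at least 10 counts in every library, and without W/O IL-10 replicate 1 or 3), H2-DMb2 (no filter, the block, the GC correction with the block, and without W/O IL-10 replicate 1), Cd83 (DESeq2, its shrunken fold changes, no filter, the block, the GC correction with the block, and without W/O IL-10 replicate 1 or W/ IL-10 replicate 2) and Fcgr3 (DESeq2, no filter, the block, and the GC correction with and without the block).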

Other observations

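The tests on the split of the libraries into the real groups, on dendritic cell, B cell and NK cell RNA and on stress genes were set before the data were examined, and the other tests of this part were chosen only after the result was seen.

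The real grouping gave 217 differentially expressed genes, and 1 of the 10 splits of the 6 libraries, the real one, reached that number. The other 9 splits gave 0 genes at the threshold, with 200 to 805 genes at an unadjusted p under 0.05 against 2199. Among the 4 splits that part all 3 same-numbered pairs, 1 reached it, again the real one, and the other splits part 1 pair each. For the genes of Fig. 5d and for the enriched sets, 1 of the 10 splits was as large, and for the marker sets shifted by camera, 3 of the 10. With 10 splits the share is never under 0.1, so that none of these excludes a chance difference, and the shifts of marker sets are not set apart from those of other splits.

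Low-GC genes were higher W/ IL-10. The median log2 fold change ran from 0.37 over genes of up to 36% GC to -0.12 above 60% GC. Without W/O IL-10 replicate 1 the median over genes of up to 36% GC was 0.11, so that this library may account for most of the trend. W/ IL-10 replicate 1 deviated by a median of 0.33 up to 36% GC and -0.12 above 60% GC. The same medians were 0.12 and 0.02 in W/ IL-10 replicate 2, and 0.20 and -0.04 in W/ IL-10 replicate 3. W/ IL-10 replicate 1 may therefore add to the rest of the trend, which cannot be told apart from a biological difference. Klrc1 kept a log2 fold change of 0.96 after the correction for GC content and gene length and of 1.11 or more with any 1 library left out. Klrk1 went to 0.34 after the correction (adjusted p = 0.597, against 6.28e-19 to 0.597 over the settings run with edgeR, DESeq2 or limma), but was 0.82 without W/O IL-10 replicate 1 (adjusted p = 0.002, edgeR). In the fit without that library, the median over genes of up to 36% GC was only 0.11. The correction and the left-out library thus gave different answers, and how much of the rise of Klrk1 the GC trend made remains open.

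Genes of cytolysis rose as a group. Over 18 genes the mean log2 fold change was 0.37, higher in 13 genes, with every W/ IL-10 library above every W/O IL-10 library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Gzmb went from 2305 ± 63.4 to 5190 ± 132 CPM (SD, n = 3, log2 fold change 1.17, adjusted p = 0.000527, edgeR), Gzma rose by 1.06, Nkg7 by 0.90 and Prf1 by 0.50 on the log2 scale. After the GC correction the mean of the set was 0.36, with Gzma at 0.96 and Prf1 at 0.57. The same correction took Klrk1 from 0.96 to 0.34, so that it was able to lower a rise. After it, 4 of the 18 cytolysis genes were still differentially expressed (adjusted p = 0.00058, Fisher's exact test). These values argue against a bias that the correction captures as the cause of the rise of the set. A larger share of T cell RNA W/ IL-10 was weighed as well, since all 10 T cell markers were higher. The number of cytolysis genes that rose by more than every T cell marker was 5, the highest marker being Lck at 0.40, and for the remaining genes a larger T cell share cannot be excluded.

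The paper's real-time PCR (0 and 50 ng/ml IL-10, n = 9 per group) can be set beside the sequencing for 19 genes, of which 17 had the same direction. Prf1 was at 1.00 ± 0.122 and 0.995 ± 0.162 in the paper's values (SD), and rose by 0.50 on the log2 scale in the counts (adjusted p = 0.0291, edgeR). Klrk1, for which the paper reports no change of NKG2D, had a paper log2 ratio of 0.19 and rose by 0.96 in the counts. Bcl2 had a paper log2 ratio of -0.89 and a log2 fold change of -0.11 in the counts (adjusted p = 0.695, edgeR). For Klrc1 the paper's log2 ratio was 0.95 and that of the counts 1.31. The paper reports more IL-10R after IL-10, whereas Il10ra went from 419 ± 28.5 to 218 ± 10.5 CPM (SD, n = 3, log2 fold change -0.95, adjusted p = 0.00122, edgeR). Protein and mRNA are different measures, and no explanation was tested.

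Cell cycle genes were slightly higher W/ IL-10, with a mean log2 fold change of 0.29 over 35 genes and 32 genes higher, and the libraries of the groups did not overlap (exact permutation test, p = 0.1, the smallest possible). Without W/O IL-10 replicate 1, the lowest, the mean was 0.20, so that this library may account for part of the rise. After the GC correction, which took Klrk1 from 0.96 to 0.34, the mean of the cell cycle genes was 0.30. This argues against a bias that the correction captures as the cause of the rise. A chance difference between 3 libraries and 3 remains. The paper reports, from another assay, that IL-10 inhibited cDNT proliferation.

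Antigen-presenting-cell genes (Spi1, H2-Oa, H2-DMa, H2-DMb2, Cd83, Fcgr3) fell by a mean of -0.81 on the log2 scale. The paper drew all 6 as downregulated in Fig. 5d from these same libraries, so that their fall follows from that choice. The marker set MHC class II had a mean of -0.61 over 10 genes, with all 10 lower (exact permutation test, p = 0.2). The cDNT were made in coculture with dendritic cells. The 12 other dendritic cell or macrophage markers had a mean of -0.19, which hides opposite changes. Of all 14 markers of that set 11 were lower and 3 higher, Itgax by 1.09, Itgam by 1.00 and Cd68 by 0.32. The 13 B cell markers had a mean of -0.44, with all 13 lower (exact permutation test of the set means without pairing, p = 0.6). The B cell mean depended on single libraries. It was -0.08 without W/O IL-10 replicate 2 and -0.71 without W/O IL-10 replicate 1. In limma's camera test the mean log2 fold change of the marker set B cell had an adjusted p of 0.00416, of 5.66e-06 with the replicate block, and of 4.54e-10 to 0.254 over the alternatives. RNA from either cell type may contribute to the fall and cannot be told apart from regulation within cDNT. With the B cell marker mean of each library as a covariate, the mean of the 6 genes was -0.72. As the 6 genes were taken from a list of downregulated genes, no conclusion on B cell RNA is drawn from this. The 8 NK cell markers other than Ncr1 and Klrb1c had a mean of 0.46 (exact permutation test over all 10 markers, p = 0.3). As most are NK receptor or cytolysis genes, which rose as groups, they do not measure the share of NK cells, and fewer NK cells cannot be excluded for the lower Ncr1, Klrb1c and Klrg1. The 9 stress genes other than Fos had a mean of -0.16, but 5 of the 9 were higher W/ IL-10, with Junb at 0.62 (adjusted p = 0.0236, edgeR). The higher Fos and Sgk1 can therefore not be told apart from a stress response.

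The IL-10 response set had a mean log2 fold change of 0.67 over 9 genes, with 7 genes higher. Socs3 was at 1.82 (adjusted p = 0.00102) and Bcl3 at 1.69 (adjusted p = 0.000202, edgeR), while Il10ra fell by 0.95 (adjusted p = 0.00122, same test).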
